# NRG1/ErbB signalling controls the dialogue between macrophages and neural crest-derived cells during zebrafish fin regeneration

**DOI:** 10.1038/s41467-021-26422-5

**Published:** 2021-11-03

**Authors:** Béryl Laplace-Builhé, Audrey Barthelaix, Said Assou, Candice Bohaud, Marine Pratlong, Dany Severac, Gautier Tejedor, Patricia Luz-Crawford, Mai Nguyen-Chi, Marc Mathieu, Christian Jorgensen, Farida Djouad

**Keywords:** Stem cells, Regeneration

## Abstract

Fish species, such as zebrafish (*Danio rerio*), can regenerate their appendages after amputation through the formation of a heterogeneous cellular structure named blastema. Here, by combining live imaging of triple transgenic zebrafish embryos and single-cell RNA sequencing we established a detailed cell atlas of the regenerating caudal fin in zebrafish larvae. We confirmed the presence of macrophage subsets that govern zebrafish fin regeneration, and identified a *foxd3*-positive cell population within the regenerating fin. Genetic depletion of these *foxd3*-positive neural crest-derived cells (NCdC) showed that they are involved in blastema formation and caudal fin regeneration. Finally, chemical inhibition and transcriptomic analysis demonstrated that these *foxd3*-positive cells regulate macrophage recruitment and polarization through the NRG1/ErbB pathway. Here, we show the diversity of the cells required for blastema formation, identify a discrete *foxd3*-positive NCdC population, and reveal the critical function of the NRG1/ErbB pathway in controlling the dialogue between macrophages and NCdC.

## Abstract (web summary)

Some fish can regenerate appendages by formation of a structure called the blastema. Here, the authors use single-cell RNA sequencing to characterize the cells required for blastema formation and fin regeneration and identified neural crest cells that orchestrate regeneration via the NRG1/ErbB axis

## Introduction

Unlike adult mammals, urodele amphibians and fish species, such as zebrafish (*Danio rerio*), can regenerate entire parts of their body, including limbs and fins^1,2^, through a process referred to as epimorphic regeneration. This process involves the well-orchestrated restoration of multiple tissues and depends on the formation of a structure named blastema. Although for a long time, the blastema was considered a homogeneous mass of multipotent cells, it is now acknowledged that it is composed of heterogeneous, highly proliferative, and dynamic lineage-restricted progenitor cell types^3–7^. The list of cell types and factors involved in blastema formation and appendage regeneration has been expanded over the last years, but comparatively little is known about the cells and genes engaged upon tissue amputation in vertebrates.

To overcome this lack of knowledge, single-cell RNA sequencing (scRNA-seq) and lineage tracing experiments have been recently combined to study the axolotl limb blastema composition^8,9^. These studies allowed clearly demonstrating that the heterogeneous fibroblast population of the blastema loses its adult features, adopts a multipotent skeletal progenitor phenotype, and expresses genes of the developmental-like state^8,9^. Furthermore, they confirmed the presence of muscle satellite cells, fibroblasts, and macrophages in the regenerating axolotl limbs, and also identified different cell types^9^. Altogether these studies revealed that single-cell transcriptome profiling provides a more detailed view of the blastema structure. It is now important to use this technology in the context of epimorphic regeneration in other vertebrates and at different developmental stages in order to find common features and understand how this regenerative outcome is regulated. This is especially of interest for developing innovative approaches for regenerative therapies. To this aim, a critical step forward would be to determine cell type-specific functions in the blastema of regenerating organisms.

Recently, a single-cell transcriptomic analysis performed at different time points during caudal fin regeneration in adult zebrafish revealed the cellular diversity of regenerating tissues and single-cell transcriptomic dynamics^10^. However, neither myeloid cells nor nerve or cells associated with nerves were identified in this study, despite their crucial role in epimorphic regeneration^11–13^. Specifically, in adult axolotls, macrophages are required for limb regeneration^14,15^. Similarly, in adult zebrafish, macrophage genetic depletion during the entire regeneration process impairs blastema cell proliferation and caudal fin regeneration, while their depletion during the tissue outgrowth phase affects the caudal fin morphology^16^. Using zebrafish larvae, we confirmed the presence of macrophages within the regenerating caudal fin fold and we observed an early and transient accumulation of pro-inflammatory macrophages^17^. Early recruited pro-inflammatory macrophages provides the accurate TNFα signal to prime blastema cell proliferation and regeneration in zebrafish^17^. However, the detailed cellular and molecular mechanisms responsible for macrophage recruitment and activation during epimorphic regeneration in zebrafish have not been elucidated yet. Moreover, Schwann cell (SC) precursors are neural crest (NC)-derived cells (NCdC) associated with almost all nerve fibers. These cells release trophic factors that promote blastemal cell proliferation and epimorphic regeneration^18,19^. In zebrafish, NCdC contribution has recently been demonstrated during cardiac development and regeneration^20,21^, but has never been investigated in appendage regeneration. Interestingly, after nerve injury, SC release factors that favour pro-inflammatory macrophage recruitment and polarization towards an anti-inflammatory phenotype^22,23^. These studies suggest that SC might play a pivotal role in the tight regulation of the immune response required for regeneration.

Macrophage-mediated immune response and NCdC paracrine actions have been described separately in the context of regeneration. Therefore, there is a crucial need for a model of appendage regeneration in vertebrates that would integrate these two cell types to study their functional interactions.

In this work, scRNA-seq of cells from intact and regenerating caudal fin fold of zebrafish larvae allowed us to comprehensively describe the blastemal cell heterogeneity and generate an atlas of the cell types involved in regeneration. We identified cell populations within the blastema of regenerating zebrafish larvae, and demonstrated the presence of an orchestrator cell population that regulates the macrophage pro-regenerative response through the NRG1/ErbB signalling pathway. Collectively, these data have important implications for understanding epimorphic regeneration in vertebrates and for regenerative medicine.

## Results

### Identification of the different cell populations in the regenerating caudal fin fold by scRNA-seq

Caudal fin fold amputation in 3 days post fertilization (dpf) larvae induces a robust regeneration of the missing tissues within 3 days through the formation of the blastema at 24 h post-amputation (hpA). To determine the cellular and transcriptomic profiles of intact (uninjured) and regenerating caudal fin fold samples at 24 hpA, we used scRNA-seq and the Chromium system (10X Genomics platform). This system employs the microdroplet technology to isolate individual cells, followed by next-generation sequencing, analysis and visualization of the single-cell datasets with the Cloud software (Fig. 1a). 

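Cells from about 150 amputated (cut) and about 150 intact (uncut) caudal fin folds, taken at 24 hpA from larvae amputated at 3 dpf, were pooled into 1 library per condition. Chromium libraries tag each captured transcript with a unique molecular identifier (UMI), so that each count is a captured molecule and not a read. The authors aligned the reads to danRer11 and counted UMIs per gene and cell with Cell Ranger, and deposited counts for each library and for both libraries aggregated. The cut library holds 762 cells and 7376980 UMIs, with a median of 7699.5 UMIs and 1669.5 genes per cell. The uncut library holds 878 cells and 10458222 UMIs, with medians of 10476.5 UMIs and 1911 genes. Cells of the cut library had between 1623 and 62367 UMIs, and cells of the uncut library between 2557 and 64483. In the aggregated matrix the uncut counts were identical to those of the separate matrix, and the cut counts were lowered to 95.3% of their total. For the clusters, UMIs were scaled to the median cell total and log2-transformed after adding 1, genes were scaled to unit variance, and K-means with k = 7 was run on 10 principal components with 50 starts. Expression in a group of cells is given as UPM, a gene's UMIs in those cells divided by all their UMIs, times 1000000. Because each condition has 1 library, no test between conditions was possible and cells were not treated as replicates. Shares of cells are given with exact binomial (Clopper-Pearson) 95% confidence intervals and UPM with exact Poisson 95% intervals, which cover counting error only.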

The two-dimensional (2D) distribution profiles obtained by Uniform Manifold Approximation and Projection (UMAP) revealed seven distinct cell clusters (K-mean = 7) in the regenerating fin fold (Fig. 1b). 

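K-means with k = 7 divided the 762 cells of the cut library into clusters of 434, 173, 114, 34, 4, 2 and 1 cells. Each cluster was set beside the study by the number of genes its own top 100 shared with each cluster list of Supplementary Data 1. The cluster of 434 cells shared 82 genes with list 1, and the cluster of 34 cells shared 76 genes with list 6. The cluster of 173 cells shared 36 genes with list 2, 30 with list 3 and 28 with list 4. The cluster of 114 cells shared 27 genes with list 7, 26 with list 4 and 25 with list 3. With at least 50 shared genes taken as a match, a limit chosen after the overlaps were seen, 2 of the 7 lists were found as a cluster. Leiden clustering at resolution 1 found 5 of the 7 lists and K-means with k = 10 also found 5, whereas K-means with k = 6 found 1. Over 100 single random starts of K-means with k = 7, between 1 and 5 lists were found, with 3 in 44 of the starts. The cells of cluster 2 had a median of 2400 UMIs, against 10613.5 in cluster 1.

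**Figure D1:**
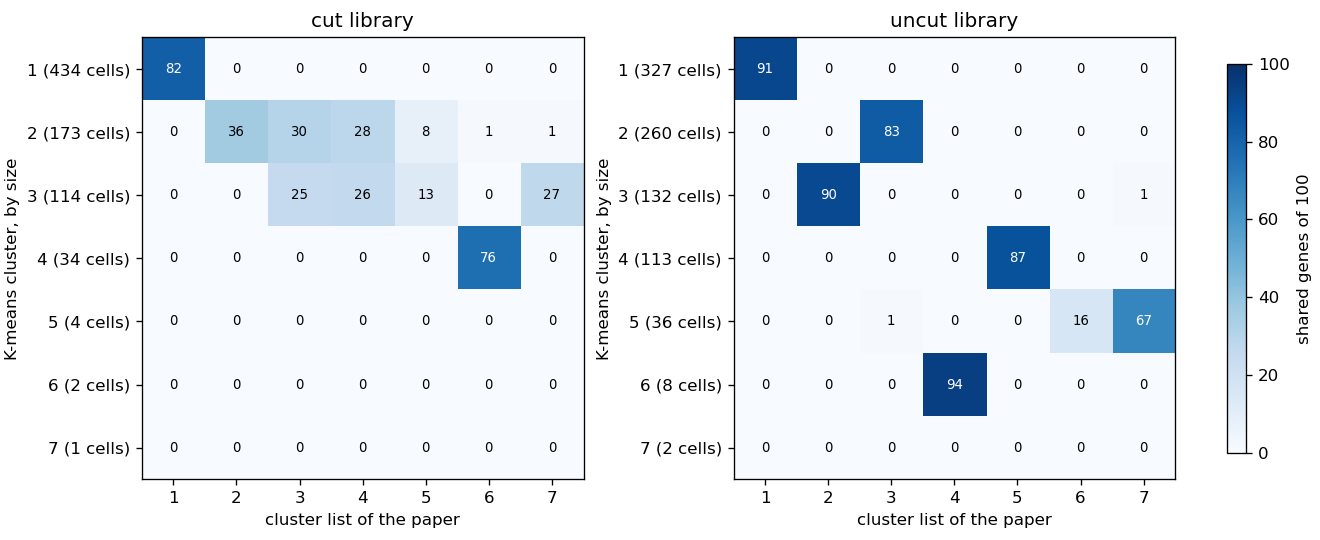
Number of genes shared between the top 100 genes of each K-means cluster (vertical axis, with its number of cells) and each of the paper's 7 cluster lists (horizontal axis), for the cut and the uncut library. In the cut library the highest numbers are 82 and 76, and the lists 3 and 4 are spread over 2 clusters.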

Then, we generated the lists of the top 100 upregulated transcripts (filtered by FDR < 0.05 and ranked by fold change) in each cluster of the regenerating fin sample (Fig. 1b and Supplementary Data 1). Hierarchical clustering based on these differentially expressed genes showed specific signatures in each cluster (Fig. 1c). 

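The genes with the largest log2 ratio to all other cells, among genes with UMIs in at least 25% of a cluster's cells, differed between the 4 largest clusters. The first genes were tmprss13b and paqr5b in the cluster matched to list 1, krt91 and gstm.3 in the cluster closest to list 2, zgc:110796 and ackr3b in the cluster closest to list 7, and LOC100002392 and cfbl in the cluster matched to list 6. These genes define the clusters and are not independent evidence for them. Of 47 marker genes that the paper assigns to a cluster, 24 had their highest UPM in the cluster closest to that list. These were all 9 genes of cluster 1 and all 5 of cluster 6, which have a matched cluster, and 3 of 6 genes of cluster 2 and 7 of 8 of cluster 7, whose closest clusters share fewer than 50 genes with the list. No cluster was closest to lists 3, 4 or 5. Without scaling the genes to unit variance the number rose to 39 of 47, and with Leiden clustering to 38. The paper's cluster lists come from the cells of this same library, so these numbers are not independent evidence for the markers either.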

We used well-structured lists of markers to assign a cell identity to each cluster. We assessed the robustness of these markers by reviewing the literature (Supplementary Data 2). In the regenerating fin sample, we focused on cluster 7 because it included cells that expressed neuron and glia markers, such as *CD59*, *tfap2* and *egr2* (Supplementary Data 1). 

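The cluster closest to list 7 held 114 cells with a median of 7281 UMIs. In these cells cd59 had 45 UMIs in 3 cells, or 42.5 UPM (31.0 to 56.9), and these 45 UMIs were all that the cut library held. In cluster 1 cd59 had 0 UMIs. For tfap2a the level was 246 UPM (217 to 277), with UMIs in 37.7% of the cells (28.8 to 47.3). This share lay below the 64.3% (59.6 to 68.8) of the epidermis-like cluster 1, whose cells had a median of 10613.5 UMIs and a level of 143 UPM (133 to 153). For egr2b the level was 16.1 UPM (9.35 to 25.7), from 17 UMIs in 5 cells, against 1 UMI in 434 cells in cluster 1. Leiden clustering gave a cluster of 18 cells that shared 68 genes with list 7. In it tfap2a reached 1536 UPM (1325 to 1770) and egr2b 40.4 (13.1 to 94.3), whereas cd59 had 0 UMIs, which allows a share of up to 16.7% of these cells.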

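In the 114 cells of the cluster closest to list 7 of the cut library, hmx3a had 63 UMIs in 14 cells, or 59.5 UPM (45.7 to 76.1). In the same cells irg1l had 305 UMIs in 11 cells, or 288 UPM (257 to 322), of which 98 came from 1 cell. In cluster 1 the levels were 0.187 (0.00474 to 1.04) for hmx3a and 12.5 (9.72 to 15.9) for irg1l. The cluster of the uncut library matched to its list 7 held 36 cells with a median of 5760.5 UMIs, and had 327 UPM of hmx3a (268 to 395) and 391 of irg1l (326 to 465). These clusters are not alike, since the cut cluster is a mixture that shared 27 genes with list 7 and had mesenchyme and apical epithelial cap markers raised, and the uncut cluster shared 67 genes with its list. The log2 ratio of cut over uncut between them was -2.46 (95% counting interval -2.93 to -1.99) for hmx3a and -0.44 (-0.74 to -0.13) for irg1l. Both ratios depended on which cells were taken as cluster 7. With the Leiden clusters of 18 cut and 33 uncut cells, the log2 ratio was 0.41 (-0.06 to 0.88) for hmx3a and 2.45 (2.15 to 2.75) for irg1l. Over all cells of each library it was -0.42 (-0.88 to 0.03) for hmx3a and 1.91 (1.63 to 2.20) for irg1l.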

In cells of this cluster, *hmx3a* (a gene encoding a protein predicted to have sequence-specific DNA binding activity) and *irg1l* (a gene encoding a protein involved in the inflammatory response to wounding) also were upregulated, suggesting that this cell population might specifically respond to amputation (Fig. 1d-f). Moreover, in cluster 7, we identified cells that overexpressed *foxd3*, *sox10,* and *erg2b* (Fig. 1f), and the presence of a specific signature in *foxd3*^+^, *sox10*^*+,*^ and *erg2b*^*+*^cells (Fig. 1g). 

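In the cut library foxd3, sox10 and egr2b each had UMIs in 9 of 762 cells, or 1.18% (0.541 to 2.23). Any of the 3 genes was found in 18 cells, or 2.36% (1.41 to 3.71), and all 3 together in 2 cells, or 0.262% (0.0318 to 0.945). Both foxd3 and sox10 had UMIs in 6 cells, where 0.402 would occur by chance within clusters. Of the 18 cells, 8 lay in the K-means cluster closest to list 7. In that cluster 5.26% of cells (1.96 to 11.1) had a UMI of foxd3, against 0.463% (0.0956 to 1.35) of all other cells. In the 18 cells of the Leiden cluster matched to list 7, 0 had foxd3, 0 had sox10 and 2 had egr2b. A share of up to 16.7% is allowed by a count of 0 in these cells. As cells that should lack the genes, the epidermis-like cluster 1 had any of the 3 in 1 of 434 cells, or 0.230% (0.00583 to 1.28). Thinning each cell to 2000 UMIs left out 74 cut cells and lowered the share with any of the 3 genes from 2.36% to 1.45% (0.699 to 2.66).
Among genes with UMIs in at least 5 of the 9 foxd3-positive cells, the largest log2 ratios to all other cells, apart from foxd3 itself, were those of cx27.5, nrgna, pcbp4 and sox10. For egr2b-positive cells the first genes were mbpb, sema5a and ndrg1a. The 3 cells with both foxd3 and egr2b held all 45 UMIs of cd59 and 413 of the 916 UMIs of mbpb, and had between 1991 and 2442 UMIs in total. The 4 cells with foxd3 and sox10 but without egr2b held 1017 of the 1246 UMIs of gch2. Of the 6 cells with egr2b alone, 2 had UMIs of hmx3a and irg1l, which the 12 cells with foxd3 or sox10 did not.

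**Figure D2:**
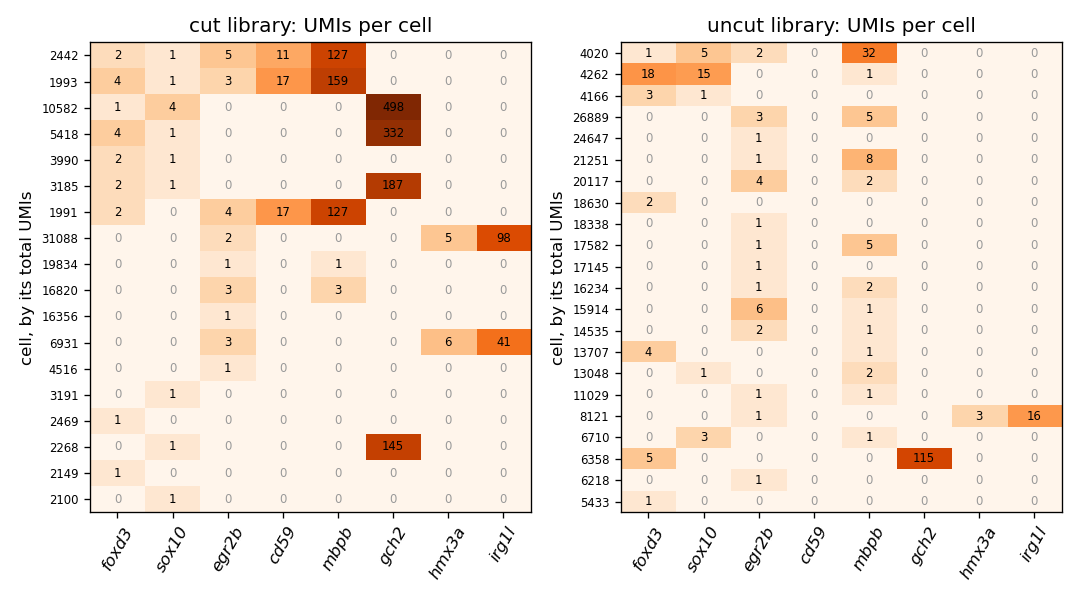
UMIs of 8 genes (horizontal axis) in each cell with a UMI of foxd3, sox10 or egr2b, for the cut and the uncut library. Each line is 1 cell, named by its total UMIs, and the colour follows the log2 of the UMIs plus 1. In the cut library cd59 and gch2 were found in different cells.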

We then confirmed, in cluster 6, the presence of myeloid cells that express *card9*, *il1b*, and *spia*. 

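The cluster of 34 cells that shared 76 genes with list 6 had a median of 2605.5 UMIs per cell. In it card9 reached 509 UPM (413 to 622), with UMIs in 73.5% of cells (55.6 to 87.1). For il1b the level was 1199 UPM (1048 to 1366) in 44.1% of cells (27.2 to 62.1). For spi1a, the gene the files list for the paper's spia, it was 499 UPM (403 to 610) in 79.4% of cells (62.1 to 91.3). In the epidermis-like cluster 1, with a median of 10613.5 UMIs per cell, the shares were 0.691% (0.143 to 2.01) for card9, 4.38% (2.66 to 6.75) for il1b and 0.461% (0.0559 to 1.65) for spi1a.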

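The list of cluster 5 had no matched cluster of its own under K-means with k = 7. The genes nr2f1a, aurkb, top2a and mki67 all had their highest UPM in the cluster of 114 cells, at 50.1 (37.5 to 65.5), 70.8 (55.7 to 88.8), 94.4 (76.8 to 115) and 90.7 (73.4 to 111). With each cell assigned to the list of the study with the highest mean z-score, leaving these genes out of the lists, 63 cells were assigned to list 5. This assignment was chosen after the data were seen. Among these 63 cells nr2f1a had 168 UPM (136 to 205), aurkb 164 (132 to 201), top2a 293 (249 to 341) and mki67 230 (192 to 273). With Leiden clustering nr2f1a, aurkb and top2a were highest in a mesenchyme-like cluster of 69 cells instead, at 164 (132 to 201), 112 (86.4 to 144) and 164 (132 to 201) UPM. The gene mki67 was highest there in a Leiden cluster of 21 cells closest to list 5, with 26 shared genes, at 117 UPM.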

Cluster 5 contained cells that strongly expressed *nr2f1a* (involved in circulatory system development and endothelial cell proliferation) and genes involved in cell cycle and proliferation (*aurkb*, *top2a*, *mki67*). Also, we confirmed *fgf8a* expression in apical epithelium cap cells (cluster 4), and highlighted the expression of matrix metalloproteinase-encoding genes (*mmp9* and *mmp13a*). 

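The list of cluster 4 was found by Leiden clustering as a cluster of 49 cells that shared 82 genes with it. In these cells, which had a median of 10424 UMIs, fgf8a reached 150 UPM (121 to 184), with UMIs in 38.8% of cells (25.2 to 53.8). The level of mmp9 was 504 UPM (449 to 564) in 36.7% of cells (23.4 to 51.7), and that of mmp13a was 249 (211 to 292) in 32.7% (19.9 to 47.5). An epidermis-like Leiden cluster of 80 cells, with a median of 11899 UMIs, had 0 UMIs of fgf8a and of mmp9 and 1 UMI of mmp13a, and a count of 0 allows a share of up to 3.75% of its cells. Under K-means with k = 7 the cells of list 4 were divided over several clusters. There mmp13a was highest in the myeloid-like cluster of 34 cells, at 175 UPM, against 141 (119 to 165) in the cluster of 114 cells, where fgf8a and mmp9 were highest.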

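The genes twist1b, twist3 and pdgfrl had their highest levels in the K-means cluster of 114 cells, at 88.8 (71.7 to 109), 67.0 (52.4 to 84.6) and 89.7 (72.6 to 110) UPM. A mesenchyme-like Leiden cluster of 69 cells had 173 UPM of twist1b (140 to 211), 136 of twist3 (107 to 170) and 175 of pdgfrl (142 to 213). UMIs of twist1b were found in 50.7% of its cells (38.4 to 63.0), of twist3 in 43.5% (31.6 to 56.0) and of pdgfrl in 17.4% (9.32 to 28.4). Of the 98 UMIs of pdgfrl in this cluster, 57 came from 1 cell. The median depth was 7691 UMIs per cell. This cluster shared 39 genes with list 3, and another Leiden cluster of 45 cells shared 76. That cluster also had 5 of 6 mesenchyme markers raised, at a median depth of 2297 UMIs. It was given no name under the rule for low depth, which applies only when no marker of the class is among the leading genes. In the epidermis-like Leiden cluster of 80 cells, at a median of 11899 UMIs, twist1b and pdgfrl had 0 UMIs and twist3 had 1.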

Cluster 3 corresponded to mesenchymal cells and epidermis/mesenchymal cells and expressed mesenchymal cell markers (*pdgfrl*, *twist1b*, *twist3*). Clusters 2 and 3 were also enriched in extracellular matrix protein-encoding genes (*col5a2a, col1a2a*). 

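In the K-means cluster closest to list 2, col5a2a had 59.0 UPM (42.5 to 79.7) and col1a2, the gene the files list for the paper's col1a2a, had 602 (547 to 662). Both were higher in the cluster of 114 cells, at 261 (231 to 293) for col5a2a and 2253 (2164 to 2346) for col1a2, and lower in cluster 1, at 0.187 (0.00474 to 1.04) and 4.86 (3.18 to 7.13). In the mesenchyme-like Leiden cluster of 69 cells they reached 466 (411 to 526) and 3620 (3464 to 3781). In a Leiden cluster of 30 cells, which shared 37 genes with list 2 and also 37 with list 4, col5a2a had 0 UMIs and col1a2 673 UPM (526 to 849), of which 43 of 71 UMIs came from 1 cell.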

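In the cluster of 434 cells matched to list 1, cldne had 2460 UPM (2418 to 2502), evpla 1022 (995 to 1050) and agr1 1082 (1055 to 1111). UMIs of cldne were found in 99.8% of these cells (98.7 to 100), of evpla in 97.9% (96.1 to 99.0) and of agr1 in 93.1% (90.3 to 95.3). In the cluster closest to list 2, at a median of 2400 UMIs per cell, the levels were 124 (99.1 to 152), 49.2 (34.2 to 68.4) and 87.1 (66.8 to 112), and the shares of cells 13.3% (8.62 to 19.3), 6.36% (3.22 to 11.1) and 12.7% (8.14 to 18.6).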

In cluster 1 that included epidermis cells, *cldne*, *evpla* and *agr1* were strongly expressed. However, we could not formally identify cells in cluster 2 because they did not specifically express any typical cell/tissue marker. We hypothesized that this cluster comprised epidermis cells because they expressed *lgals1l1* or *krt91*. Moreover, we used the Cell Ranger software to aggregate and compare the expression data in the amputated fin and in the intact control (Supplementary Fig. 1a). 

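In the 173 cells of the cluster closest to list 2, lgals1l1 had 434 UPM (387 to 485) in 17.3% of cells (12.0 to 23.8). For krt91 the level was 5954 UPM (5776 to 6136) in 37.0% of cells (29.8 to 44.7). In the cluster of 114 cells lgals1l1 had 394 UPM (357 to 433), of which 206 of 417 UMIs came from 1 cell, and krt91 had 1207 (1142 to 1275). In cluster 1 the levels were 2.25 (1.16 to 3.92) for lgals1l1 and 145 (135 to 156) for krt91, the latter with UMIs in 29.3% of cells (25.0 to 33.8). Haemoglobin genes made up 5.24% (5.19 to 5.29) of the UMIs of these 173 cells, and 5 of the cells had UMIs of at least 2 of alas2, cahz and slc4a1a.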

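Leiden clustering at resolution 1 of the aggregated matrix gave 23 clusters, of which 20 could be named from markers fixed beforehand. The 3 clusters without a name held 178 cut cells, or 23.4% (20.4 to 26.5), and 126 uncut cells, or 14.4% (12.1 to 16.8). These clusters had 5, 7 and 8 of the 9 epidermis markers raised, so they are not shown to lack epidermis cells. The limits that kept them unnamed were set after the data were seen.

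**Figure D3:**
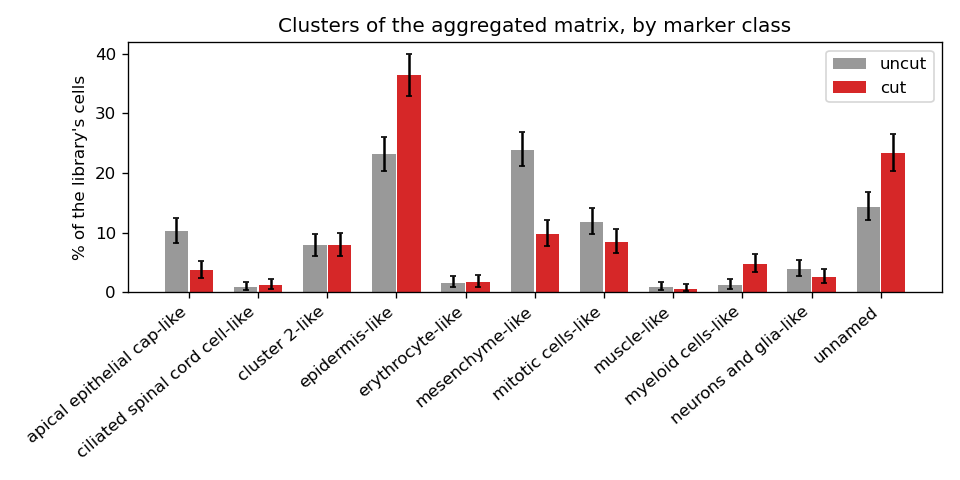
Percent of each library's cells in the clusters of each marker class of the aggregated matrix, with exact binomial 95% confidence intervals. The myeloid-like cells make up 4.72% of cut and 1.25% of uncut cells.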

The comprehensive list of the 100 differentially expressed genes is presented in Supplementary Data 3. 

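All 100 genes of Supplementary Data 3 had a higher share of UMIs in the cut than in the uncut library of the aggregated matrix. Their median log2 ratio was 0.74 (0.68 to 0.82), against 0.12 for the median of lists matched for expression and 0.10 for all genes with at least 200 UMIs. The authors picked these genes from the same 2 libraries, so the direction is not independent evidence. The largest ratios were those of gch2 at 3.89, ctsl.1 at 3.74, zgc:173915 at 2.75, wu:fc46h12 at 2.59 and lygl1 at 2.29. For gch2 the cut library had 171 UPM (162 to 181) and the uncut library 11.5 (9.51 to 13.7). Few cells decided some of these values, since 486 of 1204 cut UMIs and 115 of 120 uncut UMIs of gch2 came from 1 cell each. Of the 100 genes, 37 have an adjusted p under 0.05 in the paper's list. Within the epidermis-like clusters, with 277 cut and 203 uncut cells, the median log2 ratio fell to 0.39 and 97 genes stayed above 0.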

Then, we used marker genes (Supplementary Data 2) and the UMAP method to distinguish cell subpopulations in the uninjured and injured samples. This analysis showed that cell clusters were quite comparable between conditions. This is in line with a similar study carried out in *Xenopus laevis*^24^ showing that wound epidermis is not a novel cell state, but a redeployment of the embryonic apical epidermal ridge. 

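All 23 clusters of the aggregated matrix held cells of both libraries, with at least 4 cut and at least 6 uncut cells in each. In 14 clusters the confidence intervals of the 2 shares overlapped, in 4 the share was higher in the cut library and in 5 it was higher in the uncut library. Epidermis-like clusters made up 36.4% of cut cells (32.9 to 39.9) and 23.1% of uncut cells (20.4 to 26.1), without the 3 unnamed clusters that also had epidermis markers raised. The epidermis-like K-means clusters of the separate libraries held more, with 57.0% of cut cells (53.4 to 60.5) and 37.2% of uncut cells (34.0 to 40.5). In the aggregated matrix the share of mesenchyme-like clusters was 9.71% (7.70 to 12.0) in the cut and 23.9% (21.1 to 26.9) in the uncut library. Apical epithelial cap-like clusters held 3.67% (2.46 to 5.27) and 10.3% (8.32 to 12.4).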

As our study relied on developing zebrafish larvae and on the basis of the similitudes between clusters of the two studies, we propose the same hypothesis. The most striking difference was the strong increase of the myeloid cell cluster in the injured condition compared with uninjured samples. This result was expected because myeloid cells are recruited after amputation (Supplementary Fig. 1c). 

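The myeloid-like cluster of the aggregated matrix held 36 of 762 cut cells, or 4.72% (3.33 to 6.48), and 11 of 878 uncut cells, or 1.25% (0.627 to 2.23). The share was 3.77 times higher in the cut library, with intervals that do not overlap. Without clustering, 36 cut cells and 8 uncut cells had UMIs of at least 2 of the 5 myeloid markers card9, il1b, spi1a, mfap4 and mpeg1.1. After each cell was thinned to 2000 UMIs, which left out 85 cut cells and 0 uncut cells, the shares were 3.69% (2.40 to 5.40) and 0.797% (0.321 to 1.64). In the cut library mfap4 had 2571 UPM (2355 to 2801) in the myeloid-like cells and 1.76 (0.908 to 3.07) in all other cells. The neutrophil gene mpx had UMIs in 3 of the 36 cut and 1 of the 11 uncut cells. Of the other neutrophil markers, npsn was found in 3 and 1 and lyz in 2 and 1 of these cells, but lect2l in 23 and 4. The number of neutrophils among them thus depends on the marker chosen.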

Finally, analysis of the uninjured sample datasets (Supplementary Fig. 1d) revealed the presence of another glia/neuron subpopulation type in cluster 6 and some muscle markers in cluster 4, indicating light contamination from the distal trunk muscle cells in this sample (Supplementary Fig. 1e-f). 

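The uncut library was divided by K-means with k = 7 into clusters of 327, 260, 132, 113, 36, 8 and 2 cells. The cluster of 8 cells shared 94 genes with list 4 of Supplementary Data 4, and all 8 muscle markers were higher in it than in all other cells. It held 6069 muscle marker UMIs, or 96.6% of those in the library, and all other cells held 212. Muscle-like cells made up 0.911% of the uncut library (0.394 to 1.79) and, with 4 cells, 0.525% of the cut library (0.143 to 1.34), so a difference was not detectable at this number of cells. The list of uncut cluster 6 had no cluster of its own here, with at most 16 shared genes. K-means with k = 10 gave a cluster of 6 cells that shared 85 genes with it and had gfap, foxj1a, foxj1b and mdkb above all other cells.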

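Against the cluster lists of the intact sample, the K-means clusters of the uncut library shared 91 genes with list 1, 90 with list 2, 83 with list 3, 94 with list 4, 87 with list 5 and 67 with list 7. With at least 50 shared genes, 6 of the 7 lists were found as a cluster. K-means with k = 10 found all 7, and K-means with k = 6 found 5.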

The lists of the top 100 upregulated transcripts in each cluster of the intact fin sample are detailed in Supplementary Data 4. 

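Cells with UMIs of foxd3, sox10 or egr2b were found in both libraries. In the uncut library foxd3 had UMIs in 7, sox10 in 5 and egr2b in 14 of 878 cells. Any of the 3 was found in 22 cells, or 2.51% (1.58 to 3.77), and all 3 together in 1 cell. Of these 22 cells, 13 had egr2b without foxd3 or sox10, against 6 of the 18 cells of the cut library. Cells with foxd3 or sox10 numbered 9 in the uncut and 12 in the cut library. The shares with any of the 3 genes therefore join unlike cells. Both foxd3 and sox10 were found in 3 cells, where 0.152 would occur by chance within clusters. After thinning to 2000 UMIs the share of uncut cells with any of the 3 genes was 1.03% (0.470 to 1.94), with 0 cells left out. In the uncut cluster matched to list 7, 0 of 36 cells had foxd3 or sox10 and 1 had egr2b, and a count of 0 allows a share of up to 8.33%. From the markers of the clusters, and from cells of cluster 7 with foxd3, sox10 and egr2b, the paper reasons that the regenerating fin fold is made of several cell types and that 1 of these populations corresponds to neural crest-derived cells.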

Altogether, these results demonstrated the cell type heterogeneity of the regenerating caudal fin fold of zebrafish larvae and identified a cell population that corresponds to *foxd3*^+^*sox10*^*+*^*erg2b*^*+*^NCdC.

**Fig. 1:**
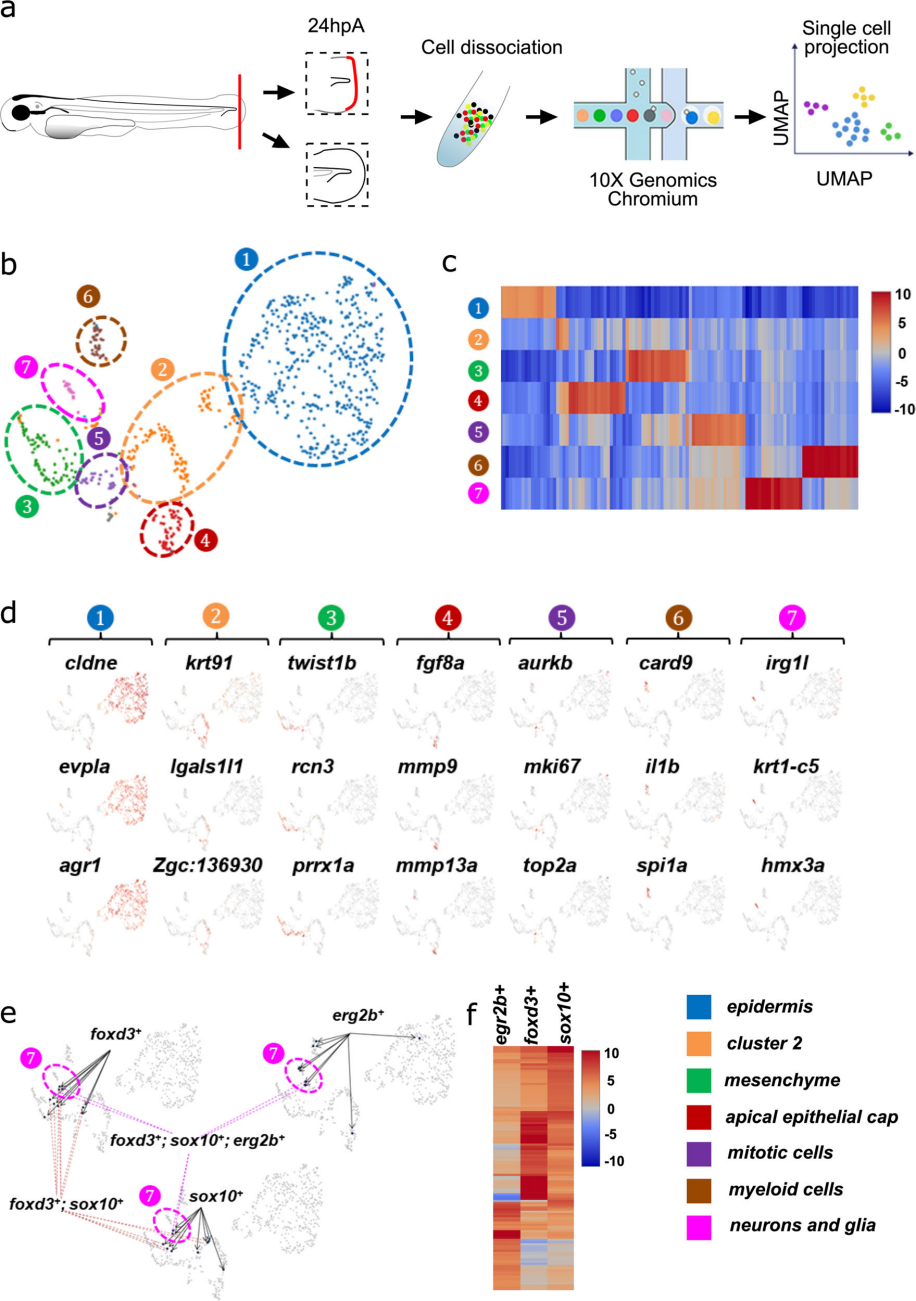
Characterization of cells in the zebrafish blastema by scRNA-seq. **a** scRNA-seq experiment design. **b** Uniform Manifold Approximation and Projection (UMAP) plots visualizing RNA-sequencing data of single cells from the cut caudal fin fold. Seven different cell clusters were identified **c** Heatmap displaying the genes that are differentially expressed in the seven clusters. Red, upregulated genes, and blue, downregulated genes. **d** UMAP representation of the expression (low to high, grey to red) of cell markers in the different clusters. **e** *Foxd3*, *sox10,* and *egr2b* expression in cluster 7 (low to high expression, grey to blue). **f** Heatmap of the gene expression profile of the *foxd3*^*+*^, *sox10*^*+,*^ and *egr2b*^*+*^cell populations.

### In the regenerating caudal fin fold, *foxd3*^+^NCdC exhibit morphological and phenotypic changes

The scRNA-seq analysis revealed the existence of cells that express NC cell markers (cluster 7), including *foxd3*. 

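Of the 9 cut cells with UMIs of foxd3, 6 lay in the K-means cluster closest to list 7, at 13.2 UPM (7.23 to 22.2), and 3 in the cluster closest to list 2. With Leiden clustering 5 of them lay in the mesenchyme-like cluster of 69 cells, 2 in a cluster of 45 cells closest to list 3 and 2 in a cluster of 21 cells closest to list 5. No cut cell had more than 4 UMIs of foxd3.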

NC cells express several transcription factors, such as *foxd3* and *sox10*, that display pivotal functions during NC development^24^. *Foxd3* is expressed in pre-migratory NC cells, and also in some migrating and differentiating NC cells^25^. In urodele amphibians, NCdC release trophic factors that promote blastemal cell proliferation and epimorphic regeneration^18^. In zebrafish, NCdC contribute to cardiac development and regeneration^20,21^, but their role in appendage regeneration is not known. To determine whether the *foxd3*^+^ cell population in the blastema was involved in caudal fin fold regeneration in zebrafish larvae, we first analysed *foxd3*^+^ NCdC presence and behaviour by confocal microscopy. First, analysis of *Tg(foxd3:eGFP-F)* zebrafish larvae showed the presence of *eGFP*^*+*^ cells in the developing fin bud at the 11- and 14-somite stages (Fig. 2a) and in the caudal fin fold at day 3 post-fertilization (Fig. 2b, c). Second, to determine the relative proportion of *foxd3*^+^ cells in the intact fin fold mesenchyme at 3 dpf and during regeneration (Fig. 2d), we used the triple transgenic zebrafish larvae *Tg(foxd3:eGFP-F/rcn3:Gal4/UAS:mCherry)* to track NCdC (green) and mesenchymal cells (red)^12,26^. Confocal microscopy imaging showed the presence of *foxd3*^+^ NCdC in the caudal fin fold mesenchyme at 3 dpf (Fig. 2e; Supplementary Fig. 2a) and the increased number of *foxd3*^*+*^*rcn3*^*+*^mesenchymal cells (yellow cells) at 6 hpA and 24 hpA in the caudal fin fold (Fig. 2e, Supplementary Fig. 2c, d). This observation could indicate the presence of an NCdC population that expresses mesenchymal cell markers within the regenerating fin, suggesting NCdC reprogramming or differentiation into mesenchymal cells during regeneration. FACS analysis of the regenerating caudal fin fold at 6 and 24 hpA confirmed this hypothesis (Fig. 2f-i). The percentage of *foxd3*^*+*^NCdC was not significantly different in the intact and regenerating caudal fin fold at 6 and 24 hpA (Fig. 2h). Conversely, the percentage of *mCherry*^+^ mesenchymal cells (Fig. 2g) and of *mCherry*^*+*^*eGFP*^*+*^ mesenchymal cells (Fig. 2i) was significantly higher in the regenerating caudal fin fold at 24 hpA. Finally, at 6 hpA, roundness (Supplementary Fig. 2e) and circularity (Supplementary Fig. 2f) of *foxd3*^+^*rcn3*^*+*^ cells were increased and the cell elongation factor (Supplementary Fig. 2g) was decreased at the wound site compared with control caudal fin fold (uncut). Altogether, our results suggest that these morphological changes accompany the phenotypic and functional modifications of *foxd3*^+^ cells during regeneration.

**Fig. 2:**
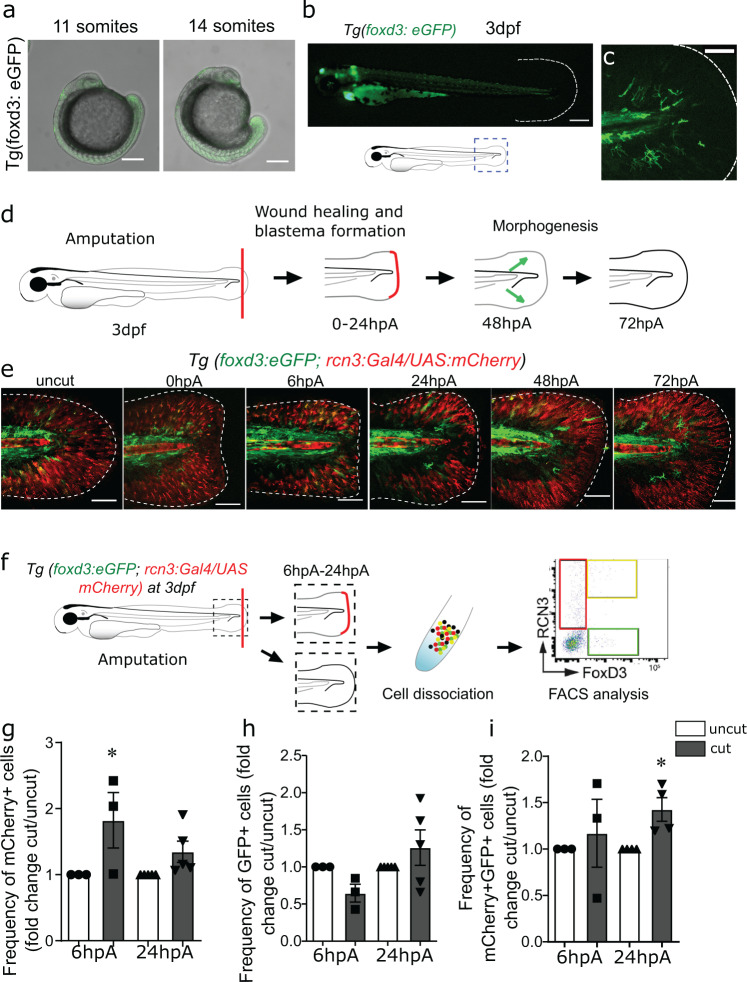
*Foxd3*^+^NCdC in the developing and regenerating caudal fin fold mesenchyme are located next to proliferative *rcn3*^+^ mesenchymal cells. **a** Confocal images of *Tg(foxd3:eGFP-F)* zebrafish embryos at 11 somites and 14 somites (Scale bars = 300 µm). **b**, **c** Representative fluorescent images of *Tg(foxd3:eGFP-F)* 3 dpf larvae (Scale bar = 400 µm. (**b**) scale bar = 80 µm (**c**) **d** Schematic representation of caudal fin fold regeneration after amputation of 3 dpf larvae. **e** Representative confocal microscopy images of *Tg(foxd3:eGFP-F/rcn3:Gal4/UAS:mCherry) *larvae during regeneration (Scale bars = 80 µm, representative from 5 biologically independent larvae examined over 3 independent experiments). **f** Schematic representation of the fluorescent-activated flow cytometry analysis of *eGFP*^*+*^ and *mCherry*^*+*^ cells from caudal fin fold of *Tg(foxd3:eGFP-F/rcn3:Gal4/UAS:mCherry)* larvae at 6 and 24 hpA. Data were analysed using FlowJo v10. **g** Frequency of *mCherry*^*+*^ cell number in the caudal fin fold at 6 and 24 hpA relative to the age-matched uninjured controls. **h** Frequency of *eGFP*^*+*^ cell number in the caudal fin fold at 6 and 24 hpA relative to the age-matched uninjured controls (fold change). **i** Frequency of *mCherry*^*+*^*eGFP*^*+*^ cell number in the caudal fin fold at 6 and 24 hpA relative to the age-matched uninjured controls. **g–i** Graphs represent the mean value ± SEM, one-tailed Wilcoxon test was performed, *p < 0.05, *p* = 0.05 (**g**), *p* = 0,0143 (**i**), *n* = 50**–**300 larvae per group from 5 independent experiments.

### In the blastema, mesenchymal cells proliferate in contact with *foxd3*^*+*^NCdC

To better understand the increase of *foxd3*^*+*^*rcn3*^*+*^ and *rcn3*^*+*^ cells upon caudal fin fold amputation, we assessed the proliferation rate of mesenchymal and non-mesenchymal cell populations throughout regeneration in *Tg(rcn3:Gal4/UAS:mCherry)* and *Tg(foxd3:eGFP-F)* larvae by immunodetection of phosphorylated histone 3 (PH3) that labels proliferative cells. At the wound site, the proliferation rate of PH3^+^*rcn3*^*+*^ mesenchymal cells was significantly higher than that of PH3^+^*rcn3*^*−*^ cells at 6 and 24 hpA (Fig. 3a). Conversely, upon amputation, *foxd3*^+^ cells did not proliferate (Fig. 3a and Supplementary Fig. 3a). Moreover, all proliferating *rcn3*^+^ cells were physically close to *foxd3*^+^NCdC, as revealed by 4D confocal microscopy at 6 hpA in *Tg(foxd3:eGFP-F/rcn3:Gal4/UAS:mCherry)* larvae (Fig. 3b and Movie 1). This observation was confirmed by counting PH3^+^ cells in the contact area with *foxd3*^*+*^ cells (Supplementary Fig. 3b-c). Indeed, the percentage of PH3^+^ cells in contact with *foxd3*^*+*^ cells was higher than that of PH3^+^ cells alone in the cut condition (Supplementary Fig. 3b), but not in the uncut condition (Supplementary Fig. 3c). These results confirmed the presence of *foxd3*^*+*^NCdC in the regenerating caudal fin fold, and identified phenotypic and morphological changes in caudal fin fold mesenchymal cells during regeneration. Moreover, some of this newly identified *foxd3*^*+*^NCdC interact tightly with proliferating mesenchymal cells.

**Fig. 3:**
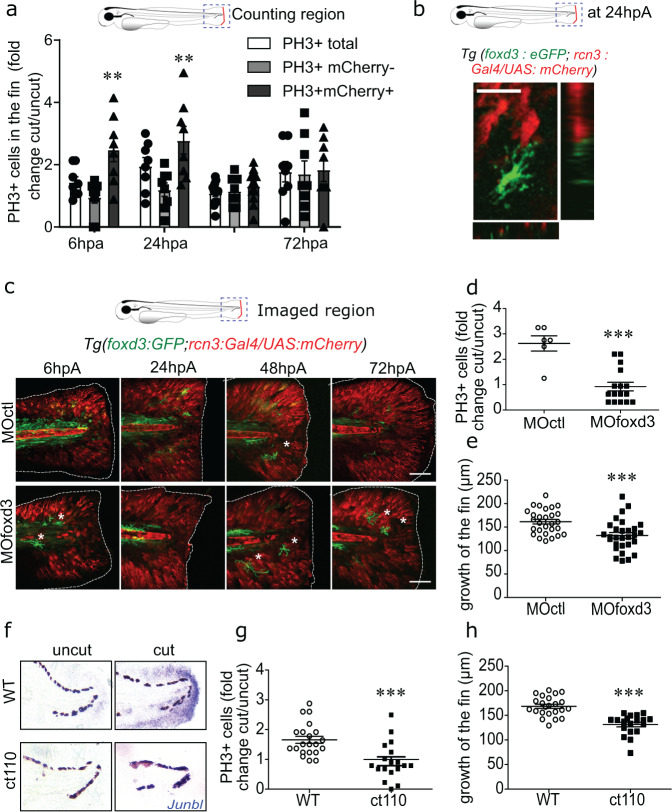
*Foxd3*^*+*^ NCdC are required for blastemal cell proliferation and zebrafish caudal fin fold regeneration. **a** Quantification of cell proliferation in the blastema of *Tg(rcn3:Gal4/UAS:mCherry)* larvae from 6hpA to 72 hpA. Mitotic cells were detected using an anti-PH3 antibody. Data are shown as fold change relative to the age-matched uninjured controls, and are the mean ± SEM, *n* = 8 (for the 6, 24, 72 hpA time points), *n* = 12 (for the 48 hpA time point), **p < 0.01. **b** Image of a time-lapse z-stack sequence of a *Tg(foxd3:eGFP-F/rcn3:Gal4/UAS:mCherry)* larvae at 24 hpA with x and y projections using the Fiji software (Scale bar = 8 µm). **c** Confocal images of caudal fin fold of *Tg(foxd3:eGFP-F/rcn3:Gal4/UAS:mCherry)* larvae injected with MO*ctl* or MO*foxd3* at 3 dpf, and then from 6 hpA to 72 hpA (asterisks show pigments, scale bars = 80 µm, representative of *n* = 5 larvae from 3 independent experiments). **d** Blastemal cell proliferation in *foxd3* and control morphants was assessed using an anti-PH3 antibody at 24 hpA. Data are shown as fold change relative to the age-matched uninjured controls, and error bars are the SEM, *n* = 6 (for the control group) and *n* = 16 (for the *foxd3* morphants) biologically independent larvae, one-tailed Mann**–**Whitney test was performed, *p* = 0.0007, ***p < 0.001. **e** Quantification of caudal fin fold length in *foxd3* and control morphants at 72hpA. Error bars are the SEM, *n* = 21 biologically independent larvae, one-tailed Mann-Whitney test was performed, *p* = 0.0002, ***p < 0.001. **f** The mRNA expression of the blastemal marker *junb-l* (blue) was detected by in situ hybridization at 24 hpA in control and amputated fin folds from 4 dpf wild type (WT) and *Tg(foxd3:mCherry)*^ct110^ (ct110) mutant larvae (representative of *n* = 15 biologically independent larvae per groups). **g** Blastemal cell proliferation in heterozygotes (WT) and homozygotes (ct110) *Tg(foxd3:mCherry)*^ct110^ larvae at 24 hpA was detected using an anti-PH3 antibody (graph represents the mean number of positive cells ± SEM, *n* = 21 (for the WT groups) and *n* = 18 (for mutants) larvae from 3 independent experiments, one-tailed Mann-Whitney test was performed, *p* = 0.0002, ***p < 0.001). (**h**) Quantification of fin fold growth at 72hpA in WT and *Tg(foxd3:mCherry)*^*ct110*^ mutant 6 dpf larvae (graph represents the mean ± SEM, *n* = 22 (for the WT group), *n* = 19 (for the mutant group) biologically independent larvae, one-tailed Mann Whitney test was performed, *p* = 0.0001, ***p < 0.001).

### *Foxd3*^*+*^NCdC are required for zebrafish caudal fin fold regeneration

The observed morphologic and phenotypic changes in *foxd3*^*+*^NCdC and their physical interactions with proliferative mesenchymal cells during blastema formation suggested that *foxd3*^*+*^ NCdC could play a role in blastema cell proliferation and formation during caudal fin fold regeneration. To address this hypothesis, we partially depleted *foxd3*^*+*^ NCdC using morpholino-mediated knockdown of *foxd3*^27^. Foxd3 governs the expression of other critical transcription factors, such as *snail* and *sox10*, in nascent NC cells and promotes NC cell subset survival^28^. Moreover, the zebrafish *sym 1* mutant, which possesses a functional null allele of the zebrafish *foxd3* gene, exhibits a normal number of pre-migratory NC cells, but a reduced number of cells that delaminate from the neural tube, and a defect in *snail* and *sox10* expression levels^29^. The disappearance of NC-derivative structures, such jaw and otic vesicle, and the reduced number of pigment cells that appeared immature in *foxd3* morphants (MO*foxd3*) compared with control morphants (MO*ctl*) (Supplementary Fig. 3d) confirmed the loss of Foxd3 activity. Moreover, we used the *Tg(foxd3:mCherry)*^*ct110*^ heterozygote line that expresses the FoxD3-mCherry fusion protein^30^ to validate the efficacy of the *foxd3* morpholino *(*MO*foxd3)* (Supplementary Fig. 3e). Confocal microscopy showed that, in 3 dpf embryos injected with MO*foxd3*, the number of *foxd3*^+^NCdC within the mesenchyme was reduced (Fig. 3c). Caudal fin fold regeneration involves the critical step of blastemal cell proliferation in the area beneath the apical epithelial cap (AEC) from 6 hpA, followed by cell proliferation propagation to more proximal regions from 24 hpA^31^. Analysis of cell proliferation by PH3 immunodetection in the 24 hpA blastema of MO*ctl-* and MO*foxd3-*injected zebrafish larvae revealed that cell proliferation rate was significantly lower in regenerating *foxd3* morphants (MO*foxd3*) compared with controls (MO*ctl*) (Fig. 3d) and consequently caudal fin fold growth was significantly reduced, compared with embryos injected with control morpholino (MO*ctl*) (Fig. 3e). This was correlated with the altered expression pattern of *junbl*, a blastemal marker^31^, observed by in situ hybridization (Supplementary Fig. 3f). To confirm NCdC role in blastemal cell proliferation, we used homozygous *Tg(foxd3:mCherry)*^*ct110*^ 3 dpf larvae that present similar defects in NC cell development as *foxd3* morphants^30^. Compared with control zebrafish larvae (wild type, WT), fin fold outgrowth was severely impaired in *Tg(foxd3:mCherry)*^*ct110*^ mutant larvae at 72 hpA (Fig. 3h). This impairment of the regenerative capacity was associated with a significant decrease of PH3^+^ cells in the blastema compared with WT zebrafish (Fig. 3g), as well as a decrease of *junbl* expression at 24 hpA (Fig. 3f). Altogether, these data revealed that NCdC are required for successful caudal fin fold regeneration, partly by inducing blastema cell proliferation and thereby blastema formation.

### *Foxd3*^*+*^ NCdC induce macrophage recruitment and activation during regeneration

Macrophage subpopulations are essential for appendage regeneration in zebrafish^11^ and the balance between M1- and M2-like macrophages is crucial for providing the tightly regulated TNFα signal and inducing regeneration^12^. In Wallerian degeneration, SC, NCdC exert several functions allowing nerve regeneration, release some factors essential for macrophage recruitment. Particularly, it has been suggested that SC promote the recruitment of pro-inflammatory macrophages and induce their polarization toward an anti-inflammatory phenotype^23^. Therefore, we investigated the role of the *foxd3*^*+*^NCdC in macrophage recruitment and polarization during epimorphic regeneration. First, using *Tg(mpeg1:mCherry-F/tnfa:eGFP-F/foxd3:eGFP-F) *3 dpf larvae, we monitored the interactions between *foxd3*^*+*^NCdC and macrophage subpopulations at different time points during regeneration (0, 6, 24 hpA) using confocal microscopy (12 hours of live imaging), and quantified the interactions between these cell types in two different regions of the fin fold (tip and sides) (Fig. 4a). We found that macrophages and *foxd3*^*+*^NCdC had many contacts, and that long-lasting contacts occurred preferentially in the tip region (Fig. 4b). Moreover, the long-lasting contacts in the fin fold tips were more frequent between *foxd3*^*+*^NCdC and *tnfa*^*+*^ macrophages (Fig. 4c, Movie 2). This result showed that contact frequency and duration between macrophages and *foxd3*^*+*^NCdC depend on the region of the regenerating blastema. The finding that long-lasting contacts were preferentially made by pro-inflammatory (*mpeg*^+^*tnfa*^*+*^) macrophages suggests a possible role of *foxd3* ^+^NCdC in their activation/polarization. To address this hypothesis, we injected MO*foxd3* in *Tg(mpeg1:mCherry-F/tnfa:eGFP-F/foxd3:eGFP-F)* embryos. Confocal microscopy showed the massive decrease of *foxd3*^*+*^NCdC concomitantly with a substantial reduction of macrophage frequency in the regenerating blastema of MO*foxd3* morphants (MO*foxd3*) compared with control morphants (MO*ctl*) (Fig. 4d, e). Similarly, we did not observe any increase in *mpeg1* expression in *Tg(foxd3:mCherry)*^*ct110*^ mutants following fin fold ablation in contrast to wild-type larvae in which *mpeg1* expression was significantly increased in the 24 hpA regenerating fin fold (Supplementary Fig. 4a). Of note, confocal microscopy and FACS analysis showed that the overall number of macrophages was not changed in *foxd3* morphants compared with controls (Supplementary Fig. 4b-e). Conversely, the number of *tnfa*^+^ macrophages was reduced in *foxd3* morphants compared with control morphants (Fig. 4f, Movies 3 and 4). These results indicated that *foxd3* silencing significantly impaired macrophage recruitment at the injured site and their activation toward a pro-inflammatory *tnfa*^*+*^ phenotype. These observations are in accordance with our results showing that *foxd3*^+^NCdC establish preferential contacts with pro-inflammatory *tnfa*^*+*^ macrophages during regeneration, and strongly suggest a positive role for *foxd3*^+^NCdC in macrophage recruitment and activation during caudal fin fold regeneration via a paracrine mechanism.

**Fig. 4:**
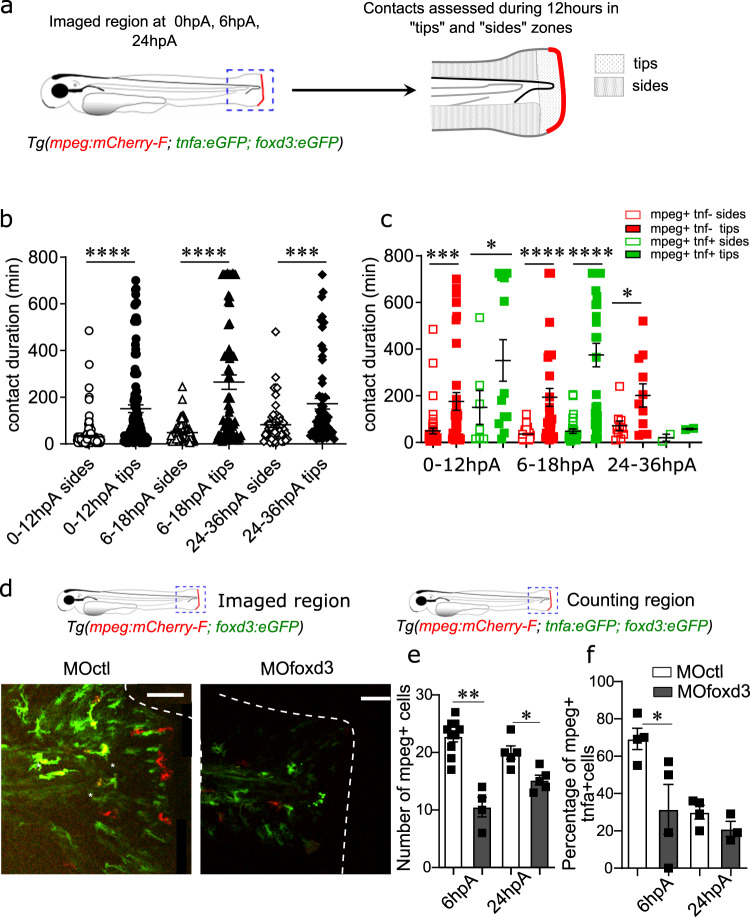
*Foxd3*^*+*^ NCdC interact with and promote the recruitment and activation of macrophages in the blastema. **a** Schematic representation of the tip and sides where macrophages and *foxd3*^+^ NCdC contacts were assessed for 12 h by live confocal microscopy at 0hpA, 6 hpA, 24 hpA in *Tg(mpeg:mCherry-F; tnfa:eGFP-F; foxd3:eGFP-F)* larvae. **b** Quantification of the duration of macrophages and *foxd3*^+^NCdC contacts in the tips and sides during 12 h in *Tg(mpeg:mCherry-F; tnfa:eGFP-F; foxd3:eGFP-F)* larvae, at 0hpA (*n* = 192 for the sides group, *n* = 124 for the tips group), 6 hpA (*n* = 105 for the sides group, *n* = 71 for the tips group), and 24 hpA (*n* = 54 for the sides group, *n* = 60 for the tips group) (mean number of contact durations ± SEM, from at least *n* = 5 biologically independent larvae per time points, Kruskal Wallis test with Dunn’s test for multiple comparison were performed, ****p < 0.0001,). **c** Quantification of the contact duration between macrophages (*mpeg* + and *tnfa*^*+*^) and *foxd3*^+^ cells in tips and sides during 12 h in the transgenic larvae, at 0 hpA, 6 hpA, 24 hpA (mean number of contact durations ± SEM, Kruskal-Wallis test and Dunn’s test for multiple comparison were performed, *p < 0.05, ***p < 0.001, ****p < 0.0001, *n* = 3 biologically independent larvae per time point). **d** Fluorescence microscopy images of 3 dpf *Tg(mpeg1:mCherry-F/tnfa:eGFP-F/foxd3:eGFP-F)* larvae injected with MO*ctl* or MO*foxd3* (Scales bars = 50 µm). **e** Number of macrophages recruited at the wound site at 6 hpA and 24 hpA in MO*ctl-* and MO*foxd3*-injected *Tg(mpeg1:mCherry-F)* larvae (graph represents mean number of positive cells ± SEM, *n* = 10 biologically independent larvae for the control group at 6 hpA, *n* = 4 larvae for the MO*foxd3* group at 6 hpA, *n* = 5 larvae for both control and morphant group at 24hpA, one-tailed Mann-Whitney test was performed, *p* = 0.0028 for the 6 hpA time point, *p* = 0.0106 for the 24 hpA time point, *p < 0.05, **p < 0.01). **f** Percentage of pro-inflammatory macrophages at the wound site at 6 hpA and 24 hpA (graph represents mean number of *mpeg*^*+*^*tnfa*^+^ cells ± SEM, *n* = 4 biologically independent larvae per groups^,^ one−tailed Mann-Whitney test was performed, *p* = 0.0286 for the 6 hpA time point, *p < 0.05).

### Nrg1 and ErbB family members are expressed in blastemal cells and are required for appendage regeneration

To identify the paracrine mechanism underlying *foxd3*^+^NCdC role in the macrophage response during regeneration, we focused our attention on neuregulin 1 (NRG1), a critical factor for the development of NC cells and of some NCdC, including SC^32^ that promotes the proliferation of damaged tissue cells in various models and during regeneration^33–35^. To determine whether NRG1/ErbB was one of signalling pathways that promote blastemal cell proliferation and macrophage pro-regenerative response, we first assessed the expression level of *nrg1* and *erbb* family members in our model. In situ hybridization analysis of 4 dpf larvae showed that *nrg1* was upregulated in the regenerating blastema in larvae at 24 hpA compared with the intact caudal fin fold of control larvae (Fig. 5a). Then, analysis of the expression profile of the *nrg1* splicing variants described in zebrafish (i.e., *nrg1.001*, *nrg1.002*, *nrg1.003* and *nrg1.004*; ZFIN.org) revealed that *nrg1.001* and *nrg1.002* transcripts were not detectable in both intact and amputated fin fold (at 24 hpA), whereas the expression of *nrg1.003 (p* = *0.0571)* and *nrg1.004* (*p* < 0.05 *nrg1*) was increased (Fig. 5f). Next, we assessed the expression profile of *erbb2* and *erbb3* that have been described as critical factors for regeneration in zebrafish^36^. While *erbb3* expression level was comparable in regenerating blastema at 24 hpA and in controls (supplementary Fig. 5a), *erbb2* was significantly increased in response to caudal fin fold amputation (Fig. 5g). Then, we investigated the role of the NRG1 signalling pathway by adding PD168393 and AG1478, two specific inhibitors of the NRG1/ErbB pathway^36,37^, to the water of 3 dpf larvae on amputation day and every day until 72 hpA (Fig. 5b). Compared with DMSO-treated amputated larvae (controls) in which caudal fin fold was fully regenerated at 72 hpA, in PD168393 or AG1478-treated amputated larvae fin fold regeneration was significantly impaired (Fig. 5d) and blastemal cell proliferation at 24 hpA was significantly reduced (Fig. 5c). These results are in line with previous studies and show that NRG1/ErbB signalling is necessary for caudal fin fold regeneration. Then, to determine which blastema cells expressed *nrg1*, we focused on NCdC and performed in situ hybridization in control and *foxd3* morphants at 24 hpA. *Foxd3* deficiency was associated with massive *nrg1* downregulation (Fig. 5e). Of note, the four zebrafish *nrg1* variants were not differentially expressed in response to amputation in *Tg(foxd3:mCherry)*^*ct110*^ mutant larvae (Fig. 5f-g). Moreover, *nrg1.004* expression levels were comparable in non-amputated *Tg(foxd3:mCherry)*^*ct110*^ and wild-type larvae. In *Tg(foxd3:mCherry)*^*ct110*^ mutants, *erbb2,* and *erbb3* expression levels were not different compared with those in WT larvae and in response to amputation (Fig. 5g and Supplementary Fig. 5a). These results suggest that the significant *erbb2* and *nrg1.004* upregulation observed in wild-type larvae upon amputation depends on *foxd3*, and that *foxd3*-dependent NRG1/ErbB2 signalling has an essential role in appendage regeneration, by highlighting the correlation between *nrg1* expression and presence of *foxd3*^+^ cells in the regenerating blastema.

**Fig. 5:**
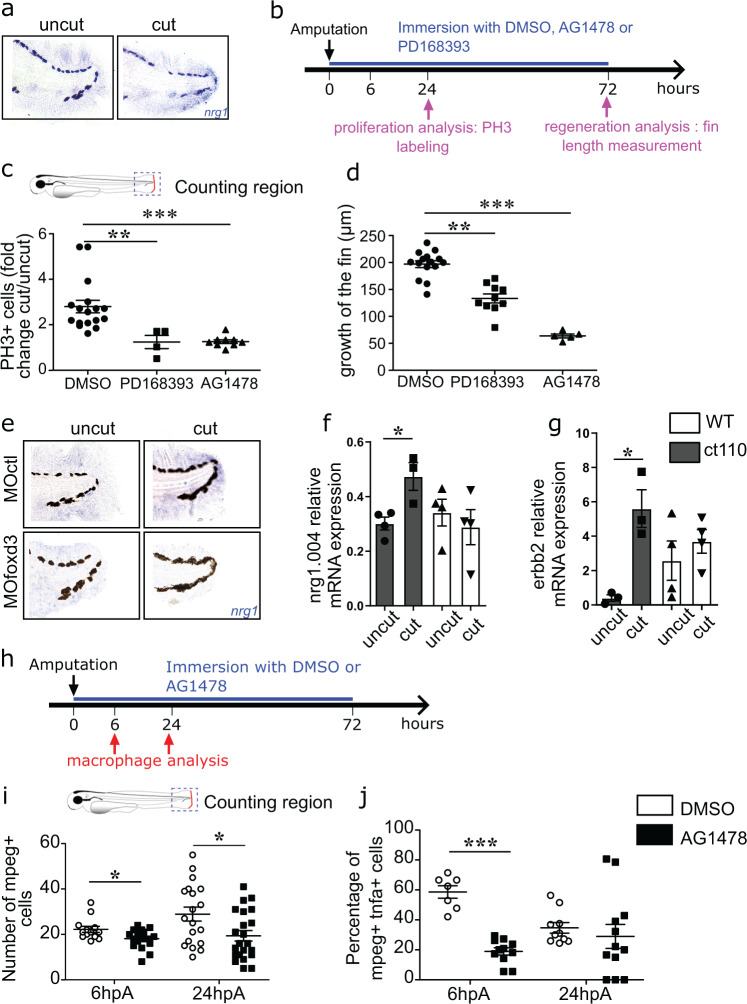
Nrg1 and ErbB family members are expressed in blastemal cells and are required for appendage regeneration. **a** Representative image of *nrg1* mRNA expression in uncut caudal fin fold and at 24hpA (from *n* = 15 biologically independent larvae). **b** Wild type 3dpf larvae were amputated or not and exposed to DMSO, AG1478, or PD168393 for 72 h. Cell proliferation and fin fold growth were measured at 24hpA and 72hpA, respectively. **c** Quantification of cell proliferation in 24 hpA larvae after the indicated treatments (graph represents means ± SEM, *n* = 17 larvae for DMSO group, *n* = 4 larvae for PD168393 group, *n* = 9 larvae for AG1478 group, Kruskal-Wallis test and Dunn’s test for multiple comparisons were performed, **p < 0.01, ***p < 0.001). **d** Quantification of fin fold growth in 72 hpA wild type larvae after the indicated treatments (error bars show the SEM, *n* = 15 larvae for DMSO group, *n* = 10 larvae for PD168393 group, *n* = 5 larvae for AG1478 group, Kruskal-Wallis test and Dunn’s test for multiple comparisons were performed **p < 0.01, ***p < 0.001). **e** *nrg1* expression by in situ hybridization analysis in intact caudal fin folds and at 24hpA of MO*foxd3* or MO*ctl* larvae (from *n* = 15 biologically independent larvae). **f** Relative expression of *nrg1.004*, and **g** *erbb2* mRNA in wild type (WT) and *Tg(foxd3:mCherry)*^ct110^ mutant (ct110) larvae at 24hpA was assessed by RT-PCR using *ef1a* as reference gene (data are the mean ± SEM, *n* = 15 larvae per groups from 3 independent experiments, one-tailed Mann**–**Whitney test was performed, **f** *p* = 0.0286, **g** *p* = 0.05, *p < 0.05). **h** 3dpf *Tg(mpeg1:mCherry-F/tnfa:eGFP-F)* larvae were amputated or not and exposed to DMSO or AG1478. Macrophage recruitment was analysed at 6 hpA and 24 hpA. **i** Macrophage recruitment at the wound site in AG1478 or DMSO-treated *Tg(mpeg1:mCherry-F)* larvae at 6 hpA and 24 hpA (graph represents mean number of mCherry-positive cells ± SEM, *n* = 13 at 6 hpA and *n* = 24 at 24hpA for DMSO treated groups, *n* = 19 at 6 hpA and *n* = 22 at 24 hpA for AG1478 treated groups, one-tailed Mann**–**Whitney test was performed, *p* = 0.0154 for the 6 hpA time point, *p* = 0.0143 for the 24 hpA time point, *p < 0.05). **j** Macrophage polarization at the wound site in AG1478 or DMSO-treated *Tg(mpeg1:mCherry-F/tnfa:eGFP-F)* larvae at 6 hpA and 24 hpA (graph represents mean number of mCherry^+^ eGFP^+^ cells ± SEM, *n* = 7 at 6 hpA and *n* = 10 at 24 hpA for DMSO treated groups, *n* = 11 at 6 hpA and *n* = 12 at 24 hpA for AG1478 treated groups, one-tailed Mann**–**Whitney test was performed, *p* = 0.0003 for the 6 hpA time point, ***p < 0.001).

### The Nrg1/ErbB2 signalling pathway is part of the molecular dialogue between macrophages and foxd3^+^ neural crest-derived cells during regeneration

As *foxd3* has a role in NRG1/ErbB2 signalling during regeneration and mammalian macrophages express several NRG1 receptors and migrate in response to NRG1 in vitro^38^, we investigated whether *foxd3*^*+*^NCdC promoted macrophage recruitment and activation through the NRG1/ErbB2 signalling pathway during caudal fin fold regeneration. To this aim, we first treated 3 dpf amputated zebrafish with AG1478, a specific ErbB inhibitor (Fig. 5h). In treated zebrafish larvae, the number of macrophages (*mpeg*^+^ cells) was significantly decreased in the injured fin fold at 6 and 24 hpA (Fig. 5i). Moreover, macrophage activation and polarization toward a pro-inflammatory phenotype were reduced at 6 hpA, as indicated by the lower number of *tnfa*^*+*^ macrophages in the regenerating fin fold of treated larvae compared with DMSO controls (Fig. 5j). These results suggest that NRG1/ErbB2 is necessary for macrophage recruitment and polarization during caudal fin fold regeneration.

As macrophage response to NRG1 has never been described during zebrafish caudal fin fold regeneration, we assessed the expression profile of *nrg1.004, erbb2,* and *erbb3* in FACS-sorted macrophage populations (Fig. 6a) from 3 dpf *Tg(mpeg1:mCherry-F/tnfa:eGFP-F)* zebrafish larvae at 6 hpA and 24 hpA. Although *nrg1.004, erbb2, erbb3 *were expressed in all sorted cell populations (Fig. 6b, c, d, e, f, g), *nrg1.004* transcript level was particularly abundant in negative cells (i.e., non-macrophage cells) derived from amputated larvae at 6 hpA and 24 hpA, compared with control. *Erbb2* and *erbb3* also were mostly expressed in negative cells, but in macrophage populations, *erbb2* and *erbb3* (to a lower extent) transcripts were enriched in *tnfa*^*+*^ macrophages at 6 hpA, and also at 24 hpA. These data show that zebrafish macrophages express *nrg1*, *erbb2,* and *erbb3*, and that *erbb2* and *erbb3* are upregulated in the *tnfa*^*+*^ pro-inflammatory macrophage subset upon caudal fin fold amputation. This specific expression in *tnfa*^+^ macrophages and their preferential long-lasting contacts with *foxd3*^*+*^NCdC (Fig. 4) strongly suggest that macrophage recruitment and polarization are regulated by *foxd3*^*+*^ NCdC through the NRG1/ErbB signalling pathway.

**Fig. 6:**
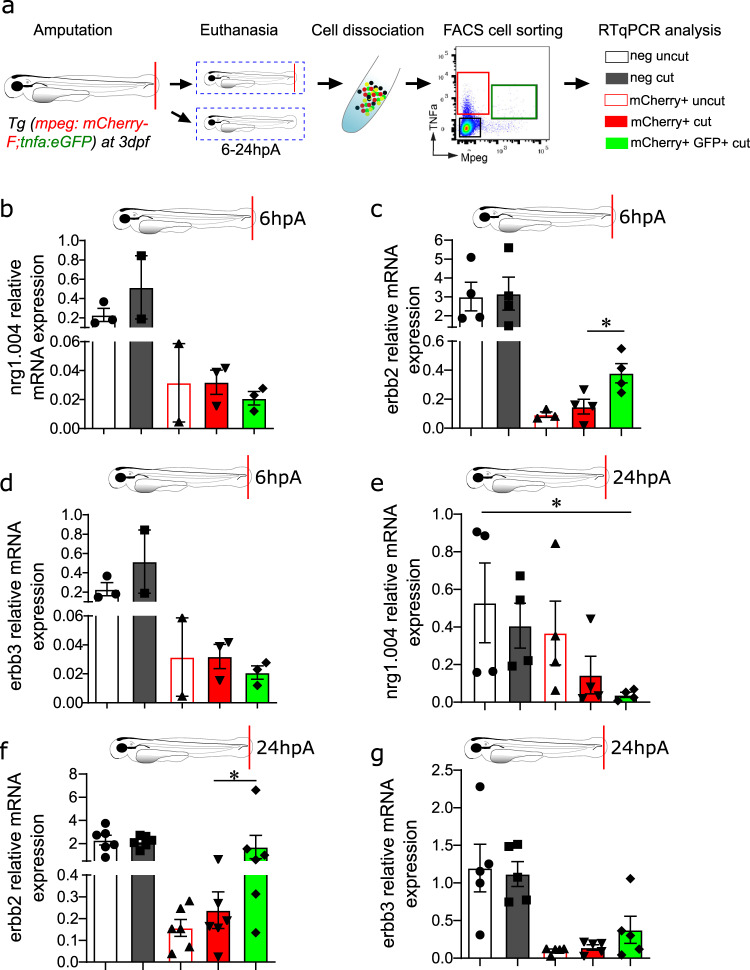
*Erbb2* is expressed by all blastemal cells including macrophages, and particularly pro-inflammatory macrophages. **a** *Tg(mpeg1:mCherry-F/tnfa:eGFP-F)* larvae were amputated or not (control) at 3 dpf, and cells were dissociated at 6 or 24 hpA and sorted by FACS. Red, green, and black gates represent *mCherry*^*+*^, *mCherry*^*+*^*eGFP*^*+*^, and *mCherry*^*−*^*eGFP*^*−*^cell populations, respectively. Relative expression of **b**, **e** *nrg1*, **c**, **f** *erbb2*, and **d**, **g** *erbb3* in *mCherry*^*−*^*eGFP*^*−*^, *mCherry*^*+*^ and *mCherry*^*+*^*eGFP*^*+*^ cells at 6 hpA **b**, **c**, **d** and 24 hpA **e**, **f**, **g** was quantified by RT-PCR on separated cells using *ef1a* as reference gene. **b**, **c**, **d** Graphs represent the mean value ± SEM, n = 200-300 pooled larvae from 4 independent experiments; one-tailed Mann-Whitney test was performed, *p* = 0.0286, *p < 0.05. **e**, **f**, **g** Graphs represent the mean value ± SEM, *n* = 200–300 pooled larvae from 6 independent experiments; one-tailed Mann-Whitney test was performed, **e** *p* = 0.0143, **f** *p* = 0.0465, *p < 0.05.

## Discussion

In this study, we provide a cell atlas of the regenerating zebrafish caudal fin fold using the high-dimensional scRNA-seq approach. We found that the regenerating zebrafish caudal fin fold comprises seven cell types and identified a cell population within the regenerating fin fold: *foxd3*^+^ NCdC. We then demonstrated that *foxd3*^+^ NCdC are required for caudal fin fold regeneration and that they regulate macrophage recruitment and activation, a pivotal step in the regeneration process^12^, through the NRG1/ErbB signalling pathway.

Our study provides a robust and efficient methodology to unbiasedly demonstrate the heterogeneity of the blastema formed after caudal fin fold amputation in zebrafish larvae. Live clonal analysis in zebrafish has allowed visualizing and quantifying, at high resolution, blastema formation, revealing the plasticity of blastema cells during regeneration. However, the exact timing of blastema formation and its heterogeneity were so far undefined. Here, we identified all the different cell types that compose the blastema, and also an orchestrator cell that governs the regeneration process. Indeed, our results show that *foxd3*^+^ NCdC drive the continuous regeneration of the injured tissue. Blastema formation, which is required for regeneration, is mediated through the release of trophic factors by NCdC in newts and mammals. For instance, production of the mitogenic Anterior Gradient protein (nAG) first by NCdC and then by the AEC is necessary and sufficient for blastemal cell proliferation and the rescue of the regeneration potential of denervated limbs^18^. Similarly, a recent study in mammals demonstrated that nerve-associated SC precursors dedifferentiate and secrete growth factors that promote blastema expansion and digit regeneration. Here, by combining the use of 4D confocal microscopy and transgenic larvae to track both *foxd3*^+^ NCdC and *rcn3*^*+*^ mesenchymal cells in the regenerating caudal fin fold from 6 hpA, we showed that all proliferating cells are mesenchymal cells that proliferate in contact with *foxd3*^+ ^NCdC. This observation highlights NCdC key role in blastema expansion and strongly suggests that blastemal cell proliferation is NCdC-dependent. This dependence was confirmed by the finding that *Tg(foxd3:mCherry)*^*ct110*^ mutants and *foxd3* morphants cannot regenerate their fin fold after amputation. Altogether, these studies demonstrated that in regenerative species, appendage regeneration is possible through a conserved mechanism that relies on NCdC presence and activation. Of note, NCdC and other cell types that play an important role during appendage regeneration, such as neurons and endothelial cells, were not identified in the recent published study that described the cellular diversity of postinjury adult zebrafish fin^10^. This might be due to a systematic bias against some discrete cell subsets that might be generated during sample preparation or in the droplet-based scRNA-seq system. Increasing the number of cells or performing scRNA-seq of *foxd3*^*+*^*-*sorted cells within the regenerating fin fold would help to identify this discrete cell subset and better study its role in the regeneration process of adult zebrafish fin.

The tight and long-lasting contacts between macrophages and *foxd3*^+^ NCdC suggested a functional interplay between these cell types, leading to the polarization toward a pro-inflammatory phenotype of the macrophages that interact with NCdC. Moreover, *foxd3* silencing did not affect the total number of *mpeg1*^*+*^ macrophages in the entire zebrafish, but it significantly impaired their recruitment and activation at the injured site. Therefore, *foxd3*^*+*^ NCdC are required for the generation of pro-inflammatory macrophages, presumably through direct contact, leading to the production of TNFα, which is critical for blastema formation and priming of caudal fin regeneration in zebrafish^12^. These findings indicate that NCdC could promote the proliferation of blastemal cells indirectly through macrophage activation.

We also observed a substantial upregulation of *nrg1* in the regenerating blastema. NRG1 is a critical factor for the development of NC cells and some NCdC, including SC^32^, that promote the proliferation of damaged tissue cells in various models and during regeneration^33,34^. In zebrafish and mouse, NRG1 promotes and stimulates cardiomyocyte proliferation during heart regeneration and repair, respectively^35,39^ in an ERBB2-dependent manner^40,41^. ErbB2-ErbB3 inhibitors significantly decrease progenitor cell proliferation in the blastema^36^. Nrg1/ErbB2 signalling might play an important role in cardiomyocyte proliferation in the regenerating heart of zebrafish by inducing their metabolic reprogramming^42^. In mammals, NRG1 controls SC proliferation and migration through binding to ErbB2-ErbB3^43^. Moreover, during cardiac regeneration in adult mice, ERBB2 overexpression in cardiomyocytes promotes an epithelial-mesenchymal-like regenerative response characterized by remodelling of their cytoskeleton, junction dissolution, migration, and extracellular matrix replacement^44^. In line with these studies, we found that *erbb2* was upregulated concomitantly with the increased expression of *nrg1* in the regenerating blastema. Moreover, exposure to specific ErbB inhibitors significantly impaired blastemal cell proliferation and caudal fin fold regeneration. The finding that *nrg1* and *erbb2* upregulation in response to fin fold amputation is *foxd3-*dependent highlights the correlation between *nrg1* and the presence of *foxd3*^*+*^ cells in the regenerating blastema. This suggests that NCdC are required for regeneration through the secretion of NRG1, a paracrine and mitogenic factor. Our data are reminiscent of mammalian digit tip regeneration, where SC precursors secrete paracrine factors, such as oncostatin M (OSM) and PDGF-AA, that enhance mesenchymal cell proliferation and regeneration^19^. Moreover, during mammalian cardiac regeneration, OSM and NRG1 induce cardiomyocyte proliferation and dedifferentiation both in vitro and in vivo^39,45,46^.

As expected from our previous work, we identified macrophages that exert a critical role in the zebrafish caudal fin fold regeneration^12^ among a subgroup of *mpeg1*^+^ cells in intact and to a greater extent in regenerating fin fold tissues. We then discovered that zebrafish macrophages express *erbb2* and *erbb3*, like mammalian macrophages that express *erbb2*, *erbb3* and migrate in response NRG1 in vitro^38^. These receptors are expressed particularly by *tnfa*^*+*^ pro-inflammatory macrophages. Using an ErbB specific inhibitor, we observed a significant decrease in the number of macrophages in the injured fin fold at 6 and 24 hpA associated with a significant reduction of macrophage activation and polarization toward the pro-inflammatory phenotype. This result further confirms NCdC pivotal role during regeneration not only as cells that express mitogenic factors, such as NRG1, but also as cells that induce the release of TNFα by activated pro-inflammatory macrophages. In the context of nerve injury, NCdC releases cytokines essential for M1-like macrophage recruitment and their polarization toward an anti-inflammatory M2-like macrophage^23^. Moreover, the sequential and well-coordinated recruitment of these two macrophage subsets during appendage regeneration provides the tightly regulated TNFα signal that orchestrates the process^12^. Consistent with studies describing *erbb2*, *erbb3,* and *erbb4* expression in macrophages^38^, we elucidated the functional dialogue between macrophage and NCdC during epimorphic regeneration in zebrafish. However, and in contradiction with our results, it was previously shown that the ErbB/NRG1 signalling pathway is not required for immune cell recruitment to the wound in zebrafish caudal fin regeneration^36^. This discrepancy could be explained by the use in this previous study of a transgenic line that is not specific for macrophages or myeloid cells, and by the absence of quantification of the observed effect.

It was previously shown that during zebrafish regeneration, the ErbB/NRG1 signalling pathway^36^ has a role in blastema mesenchymal cell proliferation and migration. However, these authors did not identify the origin of NRG1-producing cells. As the NRG1/ErbB signalling pathway is involved in SC precursor development and biology, the authors used the *colourless/sox10* mutant in which the development of NC derivatives, particularly SC, is altered to study their role in caudal fin regeneration. They did not observe any regeneration impairment in this mutant and concluded that SC are not required for regeneration^36^. This discrepancy with our results could be explained by the fact that *foxd3* exhibits a large but incomplete spatiotemporal overlap with *sox10* expression^47^. Moreover, the spatiotemporal distribution of the fluorescent proteins in three transgenic lineages, *Tg(foxd3:GFP)*, *Tg(sox10:eGFP),* and *Tg(sox10:*mRFP), shows major differences during early NC development^36^. Thus, zebrafish transgenic lines are powerful experimental tools for cell lineage tracing investigations, however, their characterization is critical to address a specific question and provide accurate conclusions. Here, on the basis of previous studies and our results showing the presence of *foxd3*^*+*^cells but not of *sox10*^*+*^ cells in the caudal fin fold mesenchyme, we focused our attention on *foxd3*^*+*^ cells to study the role of NC cell derivatives during epimorphic regeneration of the caudal fin fold. Moreover, the transgenic line *Tg(foxd3:GFP)* has been used in several studies on NC derivatives, including SC, that also demonstrated the pertinence of focusing on *foxd3* to address NCdC role in appendage regeneration^48,49^.

In addition to *foxd3*^*+*^ cells within the regenerating caudal fin fold, we noticed phenotypic and morphological changes of *rcn3*^*+*^ caudal fin fold mesenchymal cells that acquired NC-like properties. In line with this result, we observed that while the frequency of *eGFP*^*+*^*foxd3*^*+*^ NCdC did not change during the first 24 h of the regeneration process, the frequency of *mCherry*^*+*^ and *mCherry*^*+*^*eGFP*^*+*^ mesenchymal cells was significantly increased in the regenerating caudal fin fold at 24 hpA compared with the intact fin fold at the same developmental stage. It will be interesting to determine the identity of these mesenchymal cells that express NC markers and their exact function during regeneration. There is a controversy about the origin of mesenchymal cells in the caudal fin in teleost fishes. Kague and colleagues proposed the NC origin of the caudal fin using genetic-based lineage tracing^50^. Conversely, Lee and colleagues argued that fin mesenchymal cells derive entirely from the mesoderm without any NC contribution^51^. However, this transition from NCdC toward mesenchymal cells specifically in the regenerating tissue echoes what was observed in the context of mouse digit tip regeneration^52^. Indeed, single-cell profiling showed that mesenchymal blastemal cells are distinct from control digit mesenchymal cells^52^. The authors concluded that within the blastema, cells acquire a mesenchymal transcriptional state and participate in the regeneration of dermis and bone^52^. Therefore, we could extrapolate that within the blastema formed after caudal fin fold amputation, NCdC adopt a mesenchymal cell phenotype to contribute to the caudal fin mesenchymal tissue regeneration.

Altogether, these findings demonstrate that *foxd3*^*+*^ NCdC are one of the cell subsets in the regenerating blastema and that they play a major role in epimorphic regeneration in zebrafish. NCdC are required for blastema cell proliferation and blastema formation through the release of the trophic factor NRG1 and the activation of *erbb2*^*+*^ and *erbb3*^*+*^ blastemal macrophages. Activated macrophages express TNFα and thus provide the accurate signal to prime regeneration in zebrafish. This study proposes an integrated view of the regenerative process in a vertebrate in which NCdC activates macrophages and secrete mitogenic paracrine factors. Understanding how the expression of such factors is regulated could be a key to activate lost regeneration processes or to improve the healing response in mammals. Finally, this study underlies the crucial importance of investigating the tight crosstalk between cells during this fine regulated process, which could lead to appropriate therapies for regenerative medicine.

## Methods

### Ethics statement

All animal experiments described in this study were carried out at the University of Montpellier according to the European Union guidelines for the handling of laboratory animals (http://ec.europa.eu/environment/chemicals/lab_animals/home_en.htm) and were approved by the (http://ec.europa.eu/environment/chemicals/lab_animals/home_en.htm) and were approved by the Comité d’Ethique pour l’Expérimentation Animale under reference CEEA-LR- B4-172-37 and APAFIS#5737-2016061511212601 v3.

### Zebrafish lines and maintenance

Embryos were generated from pairs of adult fish by natural spawning and raised in tank water at 28.5 °C^53^. Experiments were performed using the AB zebrafish stain (ZIRC), and the transgenic line *Tg(mpeg1:mCherry-F)* to visualize macrophages^54^, *Tg(tnfa:eGFP-F)* to visualize *tnfa* expression^17^, *Tg(rcn3:gal4/UAS:DsRed)* to visualize mesenchymal cells^26^, *Tg(foxd3:eGFP-F)*^55^ and *Tg(sox10:eGFP-F)*^56^ to visualize NC cells, *Tg(col2a:mCherry)* to visualize chondrocytes. Homozygous larvae from the *Tg(foxd3:mCherry)*^*ct110*^ line were used as *Foxd3* mutants^30^. Embryos were obtained from adult fish pairs by natural spawning and were raised at 28.5 °C in tank water.

### Larva manipulation for regeneration assays and imaging

Caudal fin fold amputation was performed in 3 dpf larvae under anaesthesia with 0.016% Tricaine (MS222, Sigma) in zebrafish water using a sterile scalpel^57^. For imaging, live embryos were anesthetized in 0.016% Tricaine, and positioned in 35 mm glass-bottom dishes (FluoroDish^TM^, World Precision Instruments). They were mounted in 1% low melting point agarose (Sigma) with Tricaine. Light microscopy was performed using an MVX10 Olympus macroscope equipped with an MVPLAPO 1X objective and XC50 camera. Z-stacks series were obtained using an inverted confocal microscope Leica TCS SP5 (Leica Application Suite V3.2) and TCS SP8 (Leica Application Suite V3.5) equipped with an HCXPL APO 40x/1.25-0.75 oil and an HC PL APO 0.70 ∞ (infinity) 20x objective (Leica). The mCherry signal was excited with a 560 nm laser, and GFP with a 490 nm laser. Datasets were analysed using Fiji Software (ImageJ 1.52p)^58^.

### Cell isolation, library preparation and data processing of 10x Genomics Chromium scRNA-seq data

Approximately, 150 cut and uncut caudal samples were collected and dissociated into a single-cell suspension. Cell viability and aggregation were tested prior to proceeding with the 10X Genomics protocol for 3’ transcript capture and single-cell library preparation. The concentration of freshly dissociated cells was adjusted to 700**–**800 cells/μl in PBS aiming to capture 4000 cells by the 10X Genomics device. Briefly, the manufacturer’s protocol (Chromium™ Single Cell 3’ Reagent kit v3.1) was followed to prepare single-cell libraries for Illumina sequencing. Libraries quantification was performed using the Fragment Analyzer system (NGS High Sensitivity Kit) and qPCR (ROCHE, Light Cycler 480). Sequencing was performed in paired-end mode with an S1 flow cell (28/8/87 cycles) using a NovaSeq 6000 sequencer (Illumina) at the MGX core facility of Montpellier. We used cell ranger mkfastq and cellranger count pipelines from the Cell Ranger Single Cell software by 10x Genomics (http://10xgenomics.com) for the initial quality control, sample demultiplexing, mapping, and quantification of raw sequencing data. 

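The values in Supplementary Data 5 can be set beside the deposited matrices. The cut matrix has UMIs in 12388 genes and the uncut matrix in 12825, of 15411 genes listed. The paper's reported totals of genes detected are the same numbers, and its medians of UMIs per cell, 7699 and 10476, are those of the matrices without the decimal. The paper reports a sequencing saturation of 87.4% for the cut and 79.7% for the uncut library, and 69.4% and 58.7% of reads in cells. In the cut library 74 cells had fewer than 2000 UMIs, and in the uncut library 0.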

Quality controls for scRNA-seq are provided (Supplementary Data 5). Raw scRNA-seq data were processed using the Cell Ranger software (Cell Ranger v3.1.0) provided by 10X Genomics with the default options. Briefly, files were first converted to the fastq format, and then sequences were aligned to the *Danio rerio* reference genome (danRer11) to generate single-cell feature counts using the standard 10x Genomics CellRanger Count pipeline with default parameters. The Cloud software (version 3.1.1) was used to visualize and analyze the results obtained with Cell Ranger. The Uniform Manifold Approximation and Projection (UMAP) dimensional reduction technique was used to visualize data. Output graphing allowed the visualization of cell cluster identity and marker gene expression.

### Morpholino injections, Drug treatments

For *foxd3* (NM_131290) knock down experiments, morpholino antisense oligonucleotides (Gene Tools) against the ATG site were used (*MOfoxd3)*: 5’ TGCTGCTGGAGCAACCCAAGGTAAG 3’. As a control, a Control morpholino (*MOctl*) from Gene Tools was used: 5’ AATCACAAGCAGTGCAAGCATGATG 3’. Two-three nl of each morpholino at 500 µM concentration was injected in one-cell stage embryos with a Femto. Jet from Eppendorf. No side effect was observed. For Nrg1 signalling inhibition, AG1478 (Sigma), and PD168393 (Sigma) were diluted directly in fish water at 10 µM, and the treatment was renewed every 24 h after amputation.

### In situ hybridization

The plasmid containing *junbl* (PCRII-junb-l) was kindly sent by Atsushi Kawakami (Department of Biological Information, Tokyo Institute of Technology, Japan), and the plasmid containing *nrg1* was kindly sent by Kenneth D. Poss (Department of Cell Biology, Howard Hughes Medical Institute, Duke University Medical Center, Durham, United States). Digoxigenin (DIG)-labelled (Roche) sense and anti-sense RNA probes were prepared using the in vitro Transcription kit (Biolabs). In situ hybridization of whole embryos was performed as detailed in^59^. Embryos were imaged with an Axio Scan from Zeiss with a 40X/0.95 objective (Zeiss Axio Scan.Z1; Zeiss Axio Imager Z.2).

### Cell proliferation detection

For quantification of cell proliferation, whole embryos were fixed in 4% paraformaldehyde overnight and stained using an anti-phosphorylated histone 3 antibody (Cell Signaling, ref 9701, dilution:1/500)^12^.

### Larval tail RNA preparation and quantitative RT-PCR

To determine the relative expression of *nrg1* type III, type IV, *erbb2, erbb3, mpeg1, foxd3,* and *ef1a*, total RNA from larval fin fold (pools of 20 or 30 fin fold) was prepared at 24hpA. Total RNA (20 ng) was reverse-transcribed with the High-Capacity RNA Reverse Transcription kit (Applied Biosystems, France) RT-qPCR analyses were performed using the Light Cycler480 system and the following primers: ef1a.5(5′-TTCTGTTACCTGGCAAAGGG-3′), ef1a.3(5′-TTCAGTTTGTCCAACACCCA-3′), erbb2.5(5′-CCATGGCACGGGATCCCTCA-3′), erbb2.3(5′-GCTGTTGCGCCCACAGGAAG-3′), erbb3.5(5′-GCCCGTGGAGCTCAGAGCATT-3′), erbb3.3(5′-CCAACGGGAAAGGCGCTACTG-3′), nrg1.003.5 (5′-GGCCAGCTTCTACAAAGCTGAGGA-3′), nrg1.003.3 (5′-GCTGCAGCGTTTCGCTCTCG-3′), nrg1.004.5 (5′-TGGGATTGAATTTATGGAAGCTGAGGA-3′), nrg1.004.3 (5′-GGTGGAGGGTGAGGGTGTTG-3′), foxd3.5 (5′-CCGGGAGAAGTTTCCGGCCT-3′), foxd3.3 (5′-TGGGGGTCGAGGGTCCAGTA-3′), mpeg.5 (5′-GTGAAAGAGGGTTCTGTTACA-3′), and mpeg.3 (5′-GCCGTAATCAAGTACGAGTT-3′).

### Monitoring fin fold regeneration, macrophage subset count, cell proliferation, morphological changes and statistical analysis

Caudal fin fold regeneration was monitored by measuring the fin fold growth length from the transected plan (end of the notochord) up to the most proximal end of the fin fold with the Fiji software. Macrophages and cell proliferation in the wound region were measured directly on images acquired by microscopy using the indicated reporter lines and staining. Morphological changes of *foxd3*^*+*^*rcn3*^*+*^cells were assessed with the Fiji software using the circularity and roundness plugins. These plugins are an extended version of the ImageJ Measure command that calculates object circularity using the formula: circularity = 4pi(area/perimeter^2). A circularity value of 1.0 indicates a perfect circle. Values approaching 0.0 indicate an increasingly elongated polygon. As roundness = 4area/(πmajor_axis^2), roundness is more relative to the area of the object compared with the main axis. It could be considered as opposite to the elongation factor, whereas circularity refers to the object shape compared to a perfect circle. Graphs show the mean ± standard error of the mean (SEM). The Mann–Whitney test was performed to test the significance of the data presented in all the figures except for Fig. 3a for which Kruskal–Wallis ANOVA with the Dunn’s post-hoc test was performed to test the significance of the data using the GraphPad Prism 6 software (San Diego, CA, USA).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Reporting Summary

## Data Availability

All datasets generated in this study have been deposited in the Gene Expression Omnibus repository under the series number GSE158851. Source Data are included with this paper. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: NRG1/ErbB signalling controls the dialogue between macrophages and neural crest-derived cells during zebrafish fin regeneration
**Source:** Nat Commun. 2021 Nov 3;12:6336. doi: 10.1038/s41467-021-26422-5
**Supplement:** Supplementary file 1 — Supplementary Information

# **NRG1/ErbB signalling controls the dialogue between macrophages and neural crest-derived cells during zebrafish fin regeneration**

## *Authors*

Laplace-Builhé Béryll<sup>1</sup>, Barthelaix Audrey<sup>1</sup>, Said Assou<sup>1</sup>, Candice Bohaud<sup>1</sup>, Marine Pratlong<sup>2</sup>, Dany Severac<sup>2</sup>, Tejedor Gautier<sup>1</sup>, Luz-Crawford Patricia<sup>3</sup>, Nguyen-Chi Mai<sup>4</sup>, Mathieu Marc<sup>1</sup>, Jorgensen Christian<sup>1,5</sup>, Djouad Farida<sup>1\*</sup>

<sup>1</sup>IRMB, Univ Montpellier, INSERM, Montpellier, France; <sup>2</sup>MGX, BCM, Univ Montpellier, CNRS, INSERM, Montpellier, France;

## *Corresponding author\**

## *Keywords*

Zebrafish – Neural Crest-Derived Cell– Macrophage – Regeneration –Live imaging

a

uncut  
cut

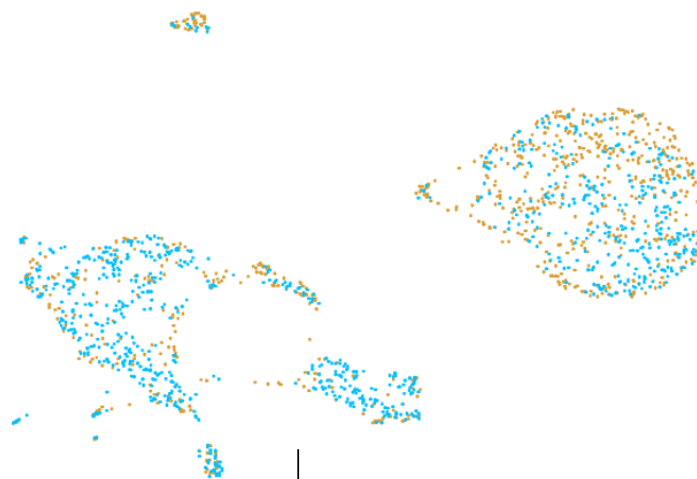

b

Cut

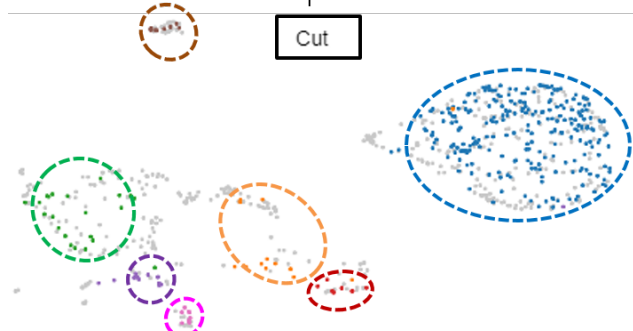

c

Uncut

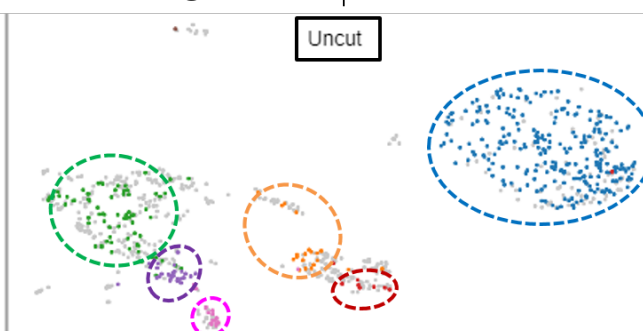

epidermis  
cluster 2  
mesenchyme  
apical epithelial cap  
mitotic cells  
myeloid cells  
neurons and glia

d

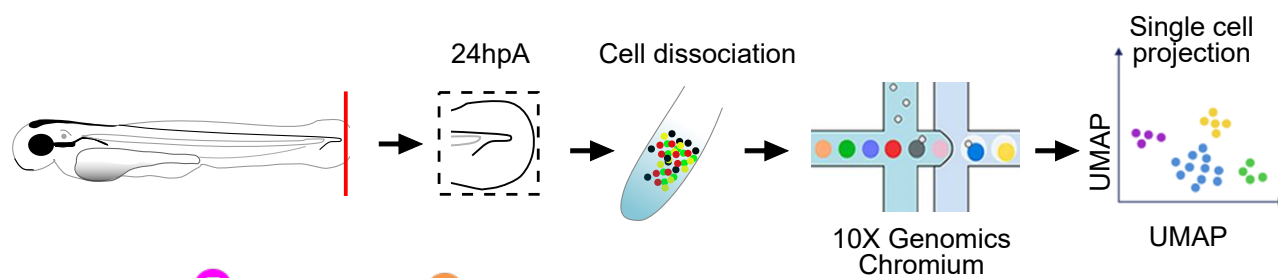

e

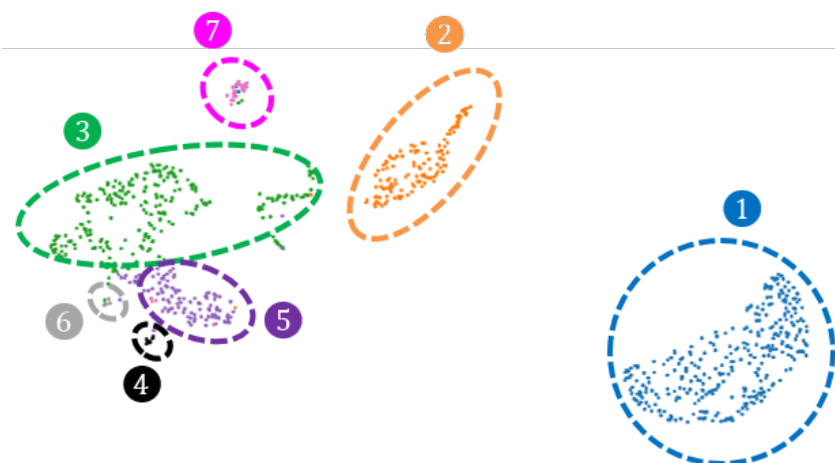

epidermis  
cluster 2 + apical epithelial cap  
mesenchyme  
cluster 4  
mitotic cells  
neurons  
neurons and glia

f

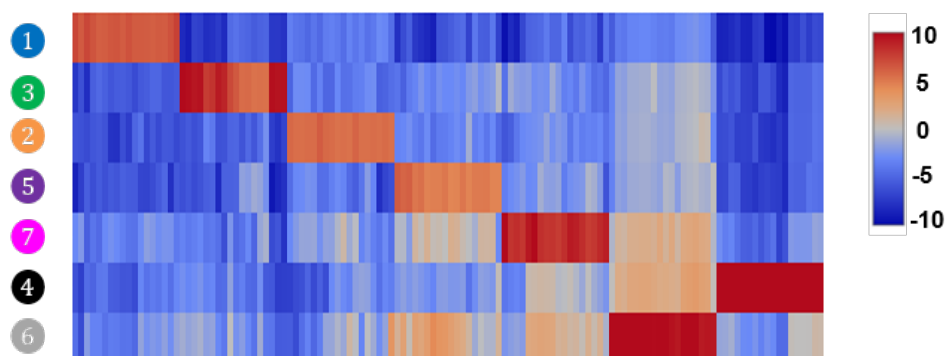

Supplementary figure 1. **Characterization of uncut caudal cells by scRNA-seq.** **a** UMAP plots showing the aggregation using the CellRanger software between cut and uncut conditions. **b** Colour code for each cluster. **c** UMAP plots showing the scRNA-seq data for uncut and cut caudal fin fold samples after aggregation. **d** scRNA-seq experiment design. **e** UMAP plots showing the scRNA-seq data for the uncut condition. **f** Heatmap of marker gene profiles in the different clusters; red, upregulated genes, and blue, downregulated genes. **g** Colour code for each cluster.

a

*Tg (foxd3:eGFP; rcn3:Gal4/UAS:mCherry)*

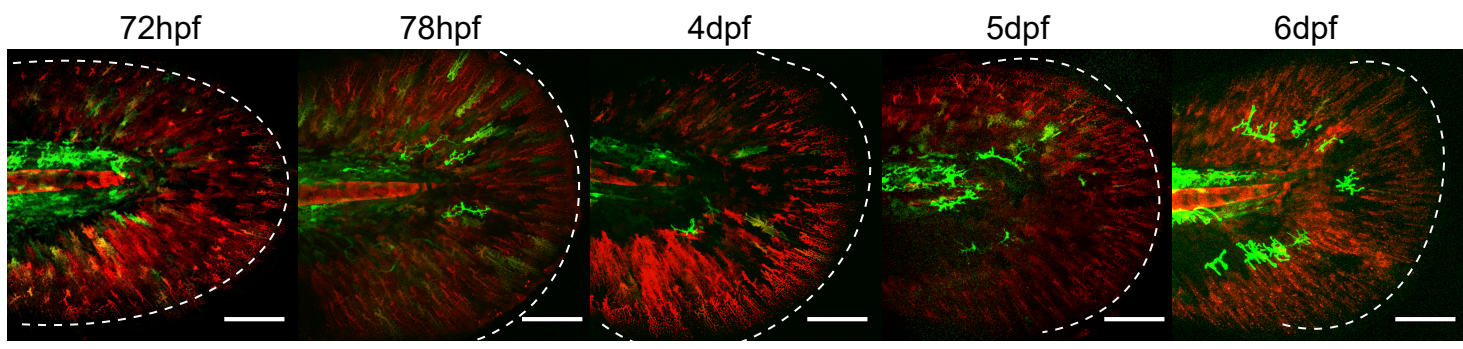

b

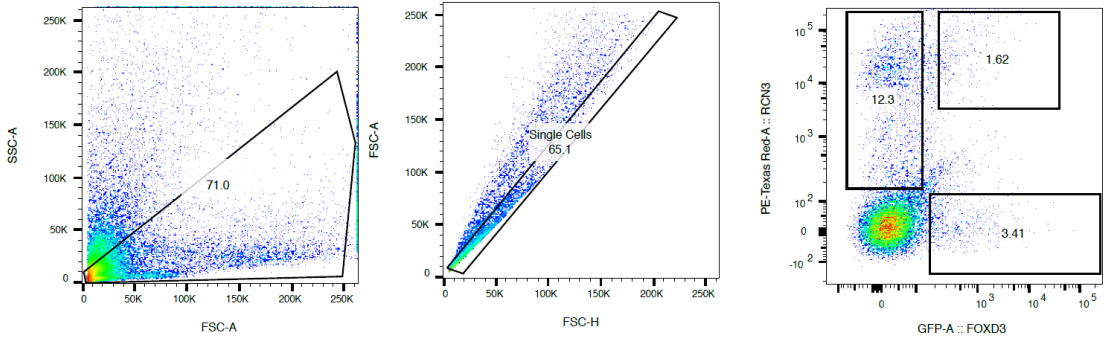

c

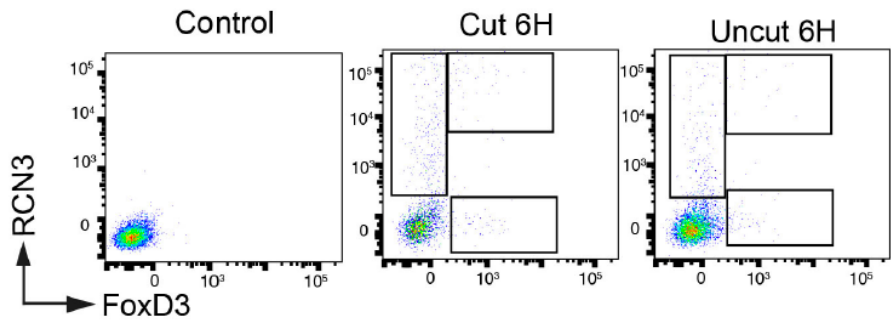

d

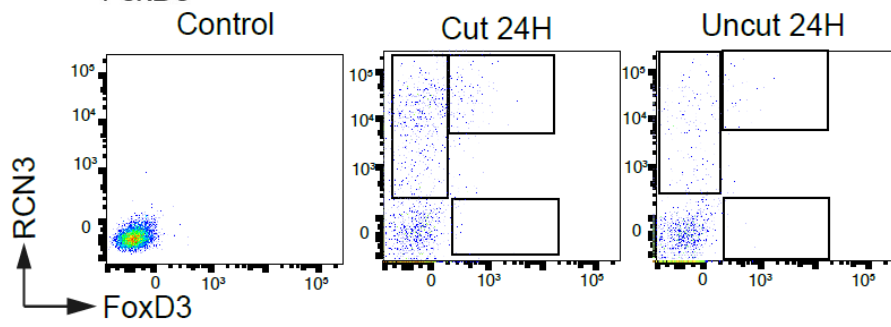

e

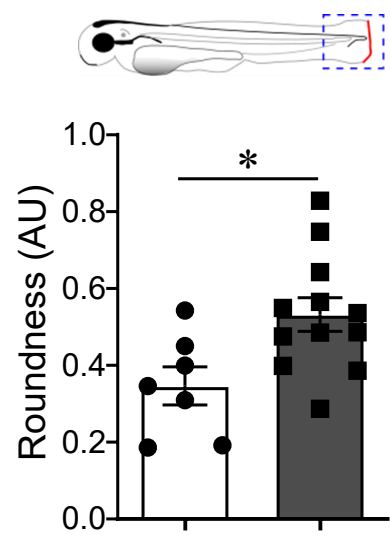

f

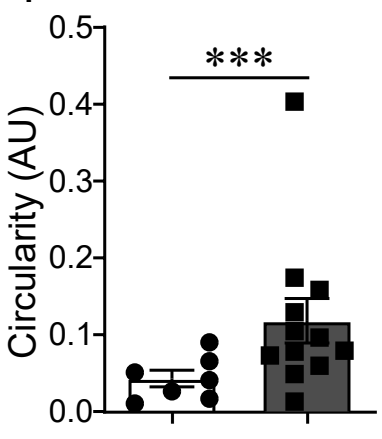

g

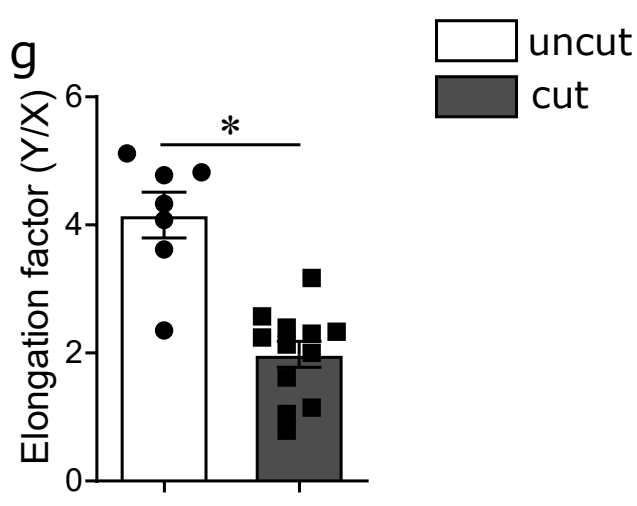

Supplementary figure 2. **Frequency and behaviour of *foxd3* and *rcn3* positive cells in the regenerating fin fold.** **a** Representative confocal microscopy images of *Tg(foxd3:eGFP/rcn3:Gal4/UAS:mCherry)* intact larvae at different developmental time points. (Scale bars = 80µm, representative from 5 biologically independent larvae examined over 2 independent experiments). **b** Gating strategy to determine the percentage of mCherry<sup>+</sup>, eGFP<sup>+</sup>, mCherry<sup>+</sup>eGFP<sup>+</sup> cells in dissected fin folds during caudal fin regeneration of *Tg(foxd3:eGFP/rcn3:Gal4/UAS:mCherry)* larvae. Representative FACS analysis plots of dissected fin folds from amputated *Tg(foxd3:eGFP/rcn3:Gal4/UAS:mCherry)* larvae at 6hpA **c**, and 24hpA **d** and from intact larvae at the same time as controls. **c, d, e** Cartoon showing the region imaged by confocal microscopy. **e** Roundness, **f** Circularity, and **g** Elongation factor in 3dpf *Tg(foxd3:eGFP/rcn3:Gal4/UAS:mCherry)* larvae at 6hpA were evaluated with the Fiji software. Data are the mean ± SEM, n=7 (for intact fins), and n=12 (for amputated fins) cells from 3 biologically independent larvae per groups, one-tailed Mann Whitney tests were performed, **e** p=0.0126, **f** p=0.0101, **g** p=0.0006, \*\*\*p<0.001, \*p<0.05.

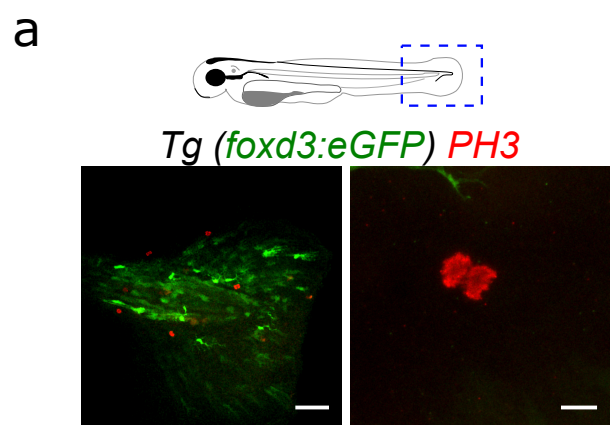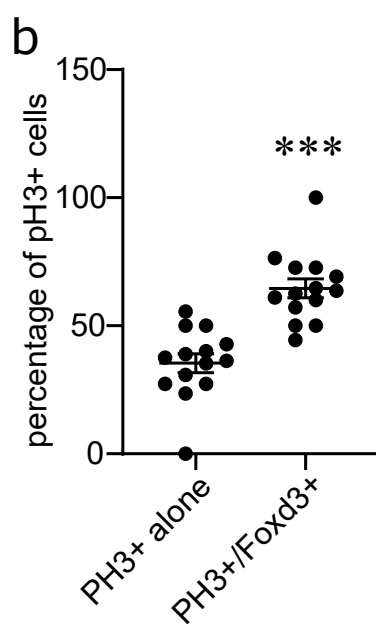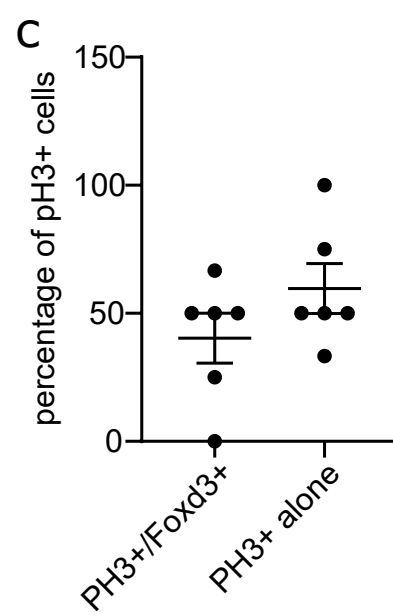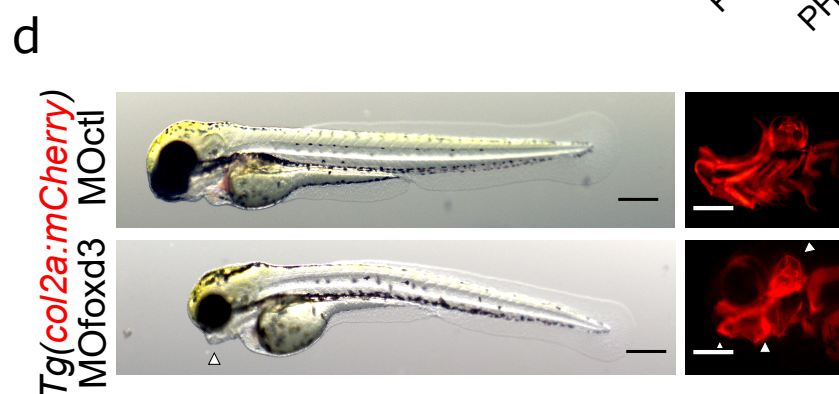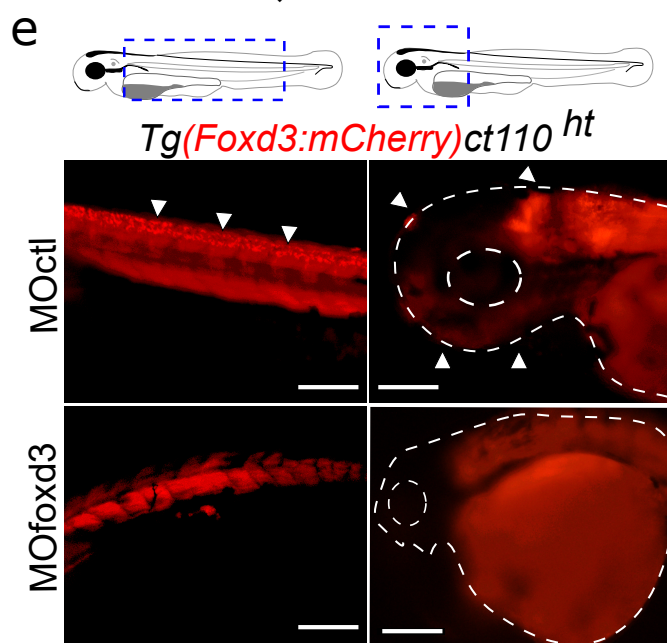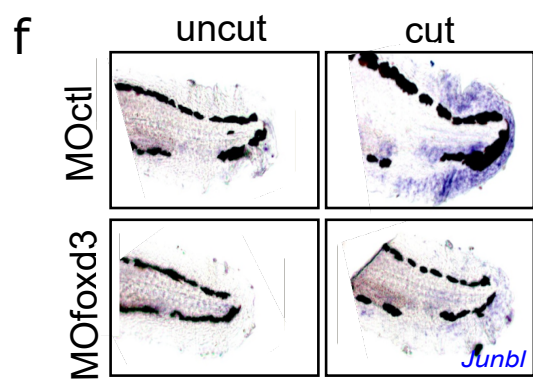

Supplementary figure 3. **Blastema formation in *foxd3* deficient larvae.** **a** Confocal microscopy images showing PH3 labelling at 6hpA in *Tg(foxd3:eGFP)* larvae (Scale bar= 50µm), and PH3 labelled nuclei (Scale bar= 8µm, n=3 larvae). Quantification of cell proliferation in the blastema of *Tg(foxd3/UAS:eGFP)* larvae at 24hpA **b** and at the same timepoint in uninjured larvae **c**. Mitotic cells were detected using an anti-PH3 antibody. Data are the percentage of PH3<sup>+</sup> cells in contact with *foxd3*<sup>+</sup> cells (PH3<sup>+</sup>/*foxd3*) and PH3<sup>+</sup> cells alone and, are the mean ± SEM, **b** n=14, **c** n=6, two-tailed Wilcoxon matched-pairs signed rank test were performed, **b** p= 0.0010, **c** p=0.500 \*\*\*p<0.001. **d** Transmitted light images of MO*ctf*- and MO*foxd3*-injected larvae. White arrows indicate malformation of the jaw with the Meckel's cartilage projecting abnormally ventrally (representative of 10 larvae out of 3 different experiments, scale bars=400µm). Images from fluorescent macroscopy of *Tg(col2a:mCherry)* larvae injected with MO*ctf* or MO*foxd3* showing head cartilage abnormalities. White arrows indicate branchial arches, mandible, and otic vesicle malformations (representative of 10 larvae out of 3 different experiments, scale bars =200µm). **e** Fluorescence macroscopy images of the trunk of MO*ctf*- and MO*foxd3*-injected *Tg(foxd3:mCherry)<sup>ct110</sup>* heterozygote larvae (left panels; white arrows indicate neural tube with putative NCdC) and of the head of MO*ctf*- and MO*foxd3*-injected *Tg(foxd3:mCherry)<sup>ct110</sup>* heterozygote larvae (right panels; white arrows indicate pineal gland, branchial arches, and hindbrain; dotted lines show heads and eyes) (representative of 10 biologically independent larvae from one experiment were embryos were injected blindly, scale bars= 200µm). **f** *junb-l* mRNA expression by *in situ* hybridization in uncut and amputated fin fold (at 24 hpA) of control (MO*ctf*) and *foxd3* morphants (MO*foxd3*) (representative of 9 out of 12 amputated larvae and 11 out of 14 control larvae) and MO*foxd3* larvae (representative of 8 out of 13 amputated larvae and 15 out of 20 control larvae).

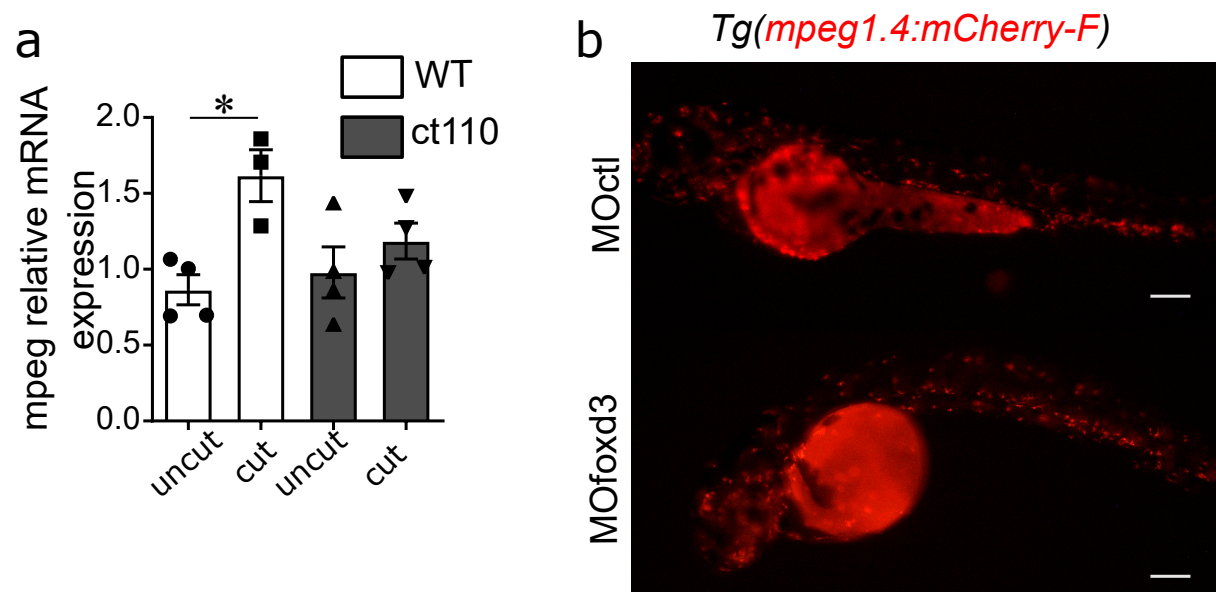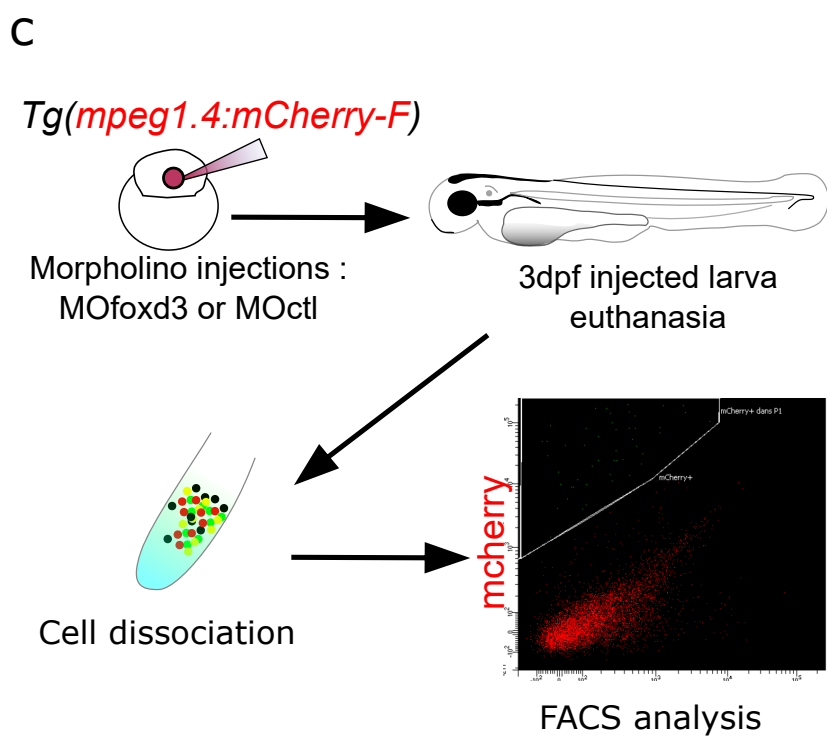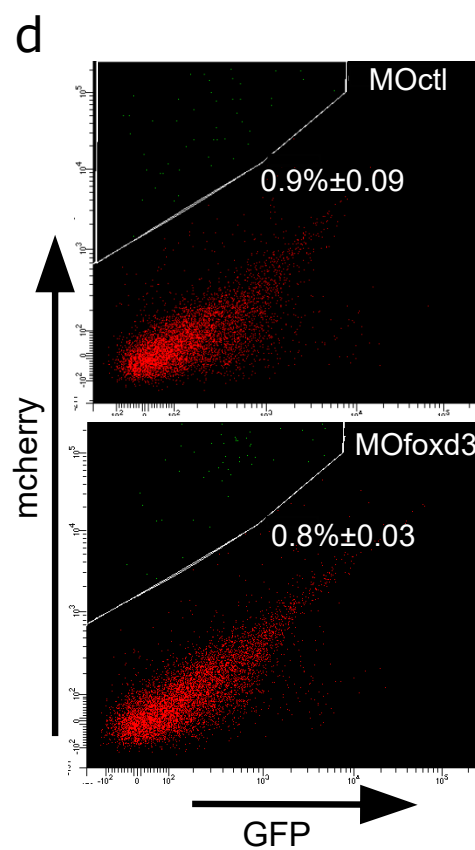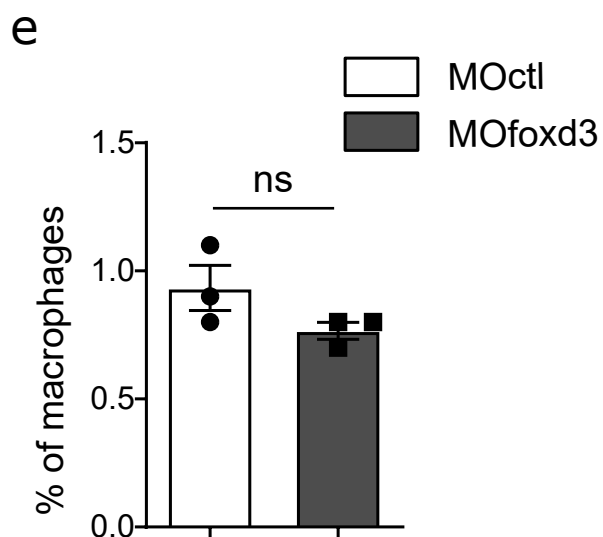

Supplementary figure 4. **Macrophage response in *foxd3* deficient larvae.** **a** Relative expression of *mpeg* mRNA in intact and amputated WT and *Tg(foxd3:mCherry)<sup>ct110</sup>* mutant larvae at 24 hpa was assessed by RT-PCR using *efl1a* as reference gene (data are the mean  $\pm$ SEM, n=15 larvae per groups from 4 independent experiments, one-tailed Mann-Whitney test was performed, p=0.0286 for WT larvae groups, p=0.1714 for mutant larvae groups, \*p<0.05). **b** Fluorescence macroscopy images of MO*ctf*- or MO*foxd3*-injected *Tg(mpeg1.4:mCherry-F)* zebrafish larvae (scale bars=400 $\mu$ m). **c** Schematic representation of the experiments, and **d** Representative FACS analysis of mCherry<sup>+</sup> cells in MO*ctf*- and MO*foxd3*-injected larvae at 3dpf. The white gates represent the mCherry<sup>+</sup> population and the mean percentage  $\pm$  SEM of mCherry<sup>+</sup> cells are indicated. **e** Quantification of the FACS analysis data of *Tg(mpeg1.4:mCherry-F)* larvae injected with MO*ctf* or MO*foxd3* (mean number  $\pm$  SEM of mCherry<sup>+</sup> cells, N=150 larvae per groups from 3 independent experiments, two-tailed Mann-Whitney test was performed, p=0.300).

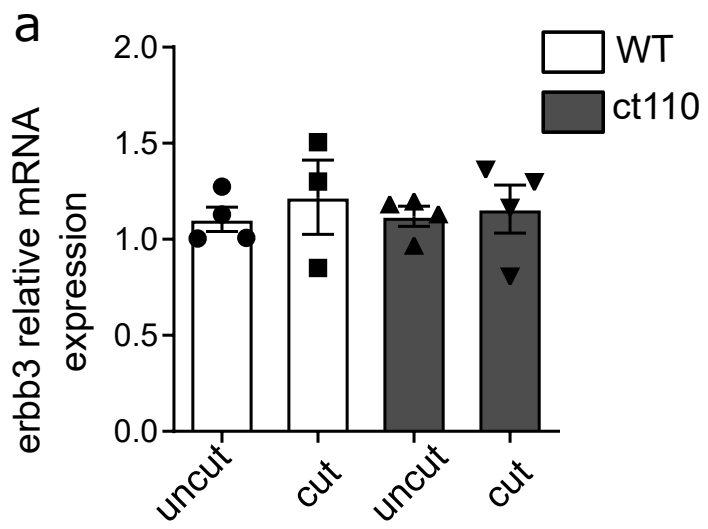

Supplementary figure 5. ***Errb3* expression profile.** **a** Relative expression of *erbb3* mRNAs in WT and *Tg(foxd3:mCherry)<sup>ct110</sup>* mutant larvae at 24hpA. RT-PCR using *ef1a* as reference gene (graph represent means, error bars show the SEM, n=15 larvae per groups from 4 independent experiments).

**a**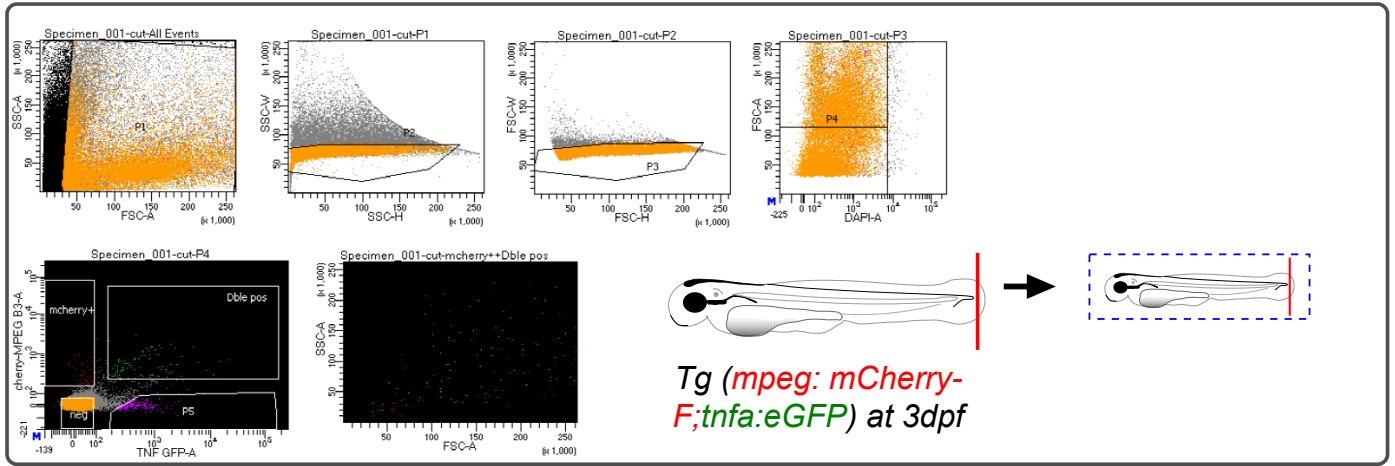**b**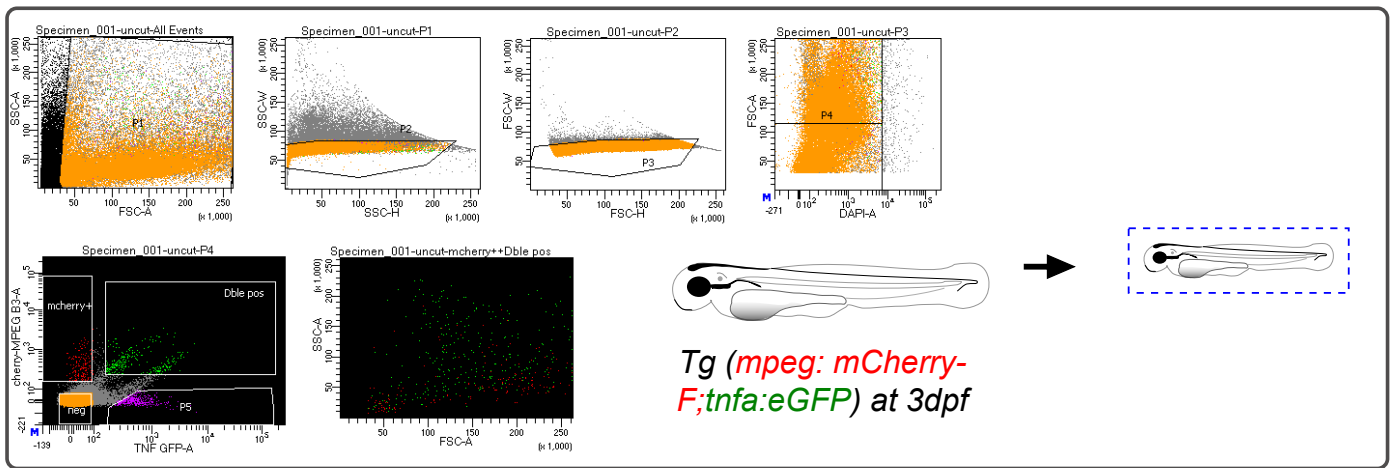**c**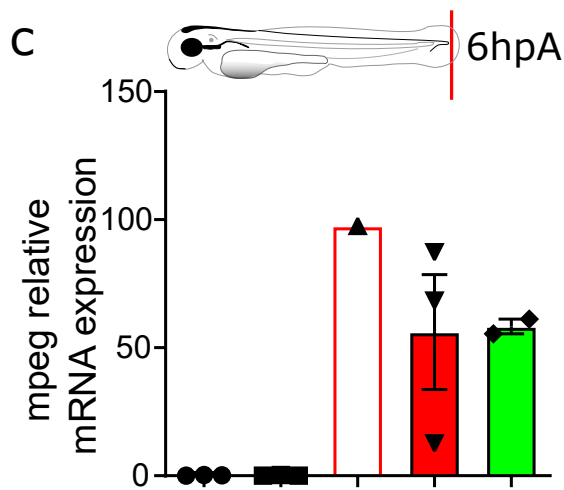**d**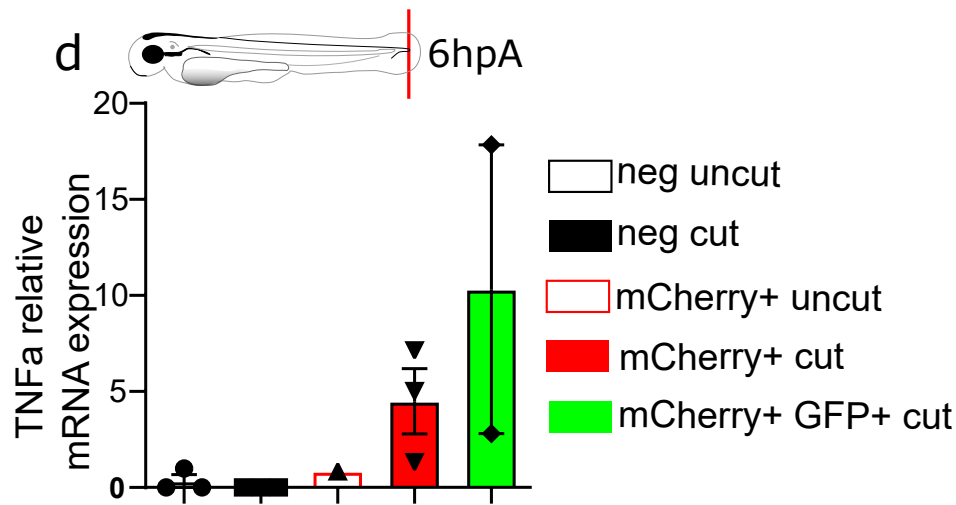**e**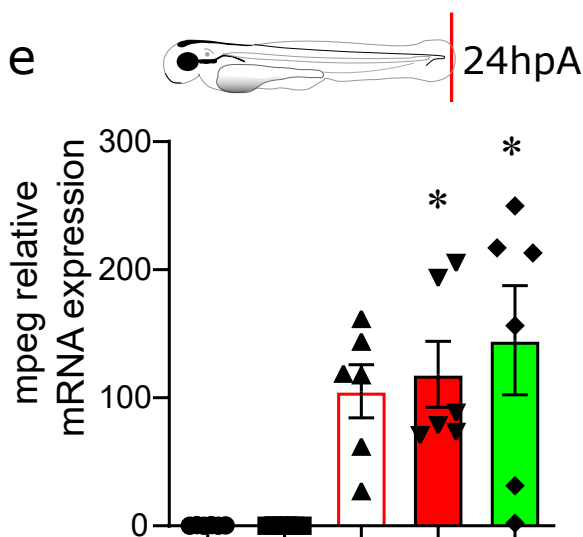**f**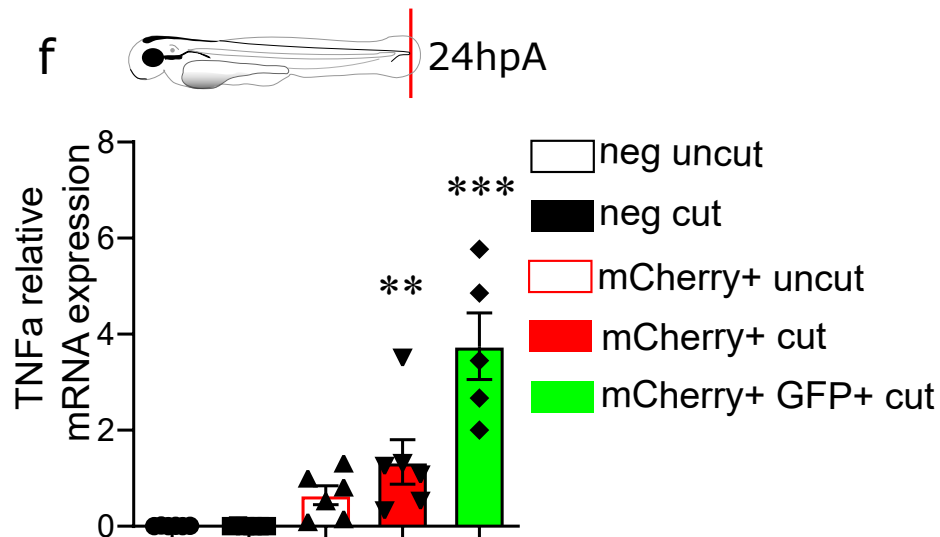

Supplementary figure 6. **Expression profile of macrophage markers. a, b** Gating strategy of the FACS based cell sorting of *mCherry<sup>-</sup> GFP<sup>-</sup>*, *mCherry<sup>+</sup>*, and *mCherry<sup>+</sup> GFP<sup>+</sup>* cells in *Tg(mpeg1:mCherryF/tnfa:eGFP-F)* larvae. Relative expression of **c, e** *mpeg*, and **d, f** *tnfa* in *mCherry<sup>-</sup> GFP<sup>-</sup>*, *mCherry<sup>+</sup>*, and *mCherry<sup>+</sup> GFP<sup>+</sup>* cells. Real-time RT-PCR was performed on separated cells using *ef1a* as reference gene. **c, d** Graphs represent the mean value  $\pm$  SEM, n=200-300 pooled larvae from 4 independent experiments; Two tailed Kruskal Wallis test was performed. **e, f**, Graphs represent the mean value  $\pm$  SEM, n=200-300 pooled larvae from 6 independent experiments; two-tailed Kruskal-Wallis and Dunn's test for multiple comparisons were performed, \*p<0.05, \*\*p<0.001, \*\*\*p<0.0001.

# Supplementary material for: NRG1/ErbB signalling controls the dialogue between macrophages and neural crest-derived cells during zebrafish fin regeneration
**Source:** Nat Commun. 2021 Nov 3;12:6336. doi: 10.1038/s41467-021-26422-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

Title: Supplementary Data 1.

Description: Table related to Figure 1, showing the lists of the 100 genes upregulated in each cluster of interest compared with the other clusters in the “cut” sample.

Title: Supplementary Data 2.

Description: Lists of the markers used for clustering the different cell types. Each marker combination identifies the cell type.

Title: Supplementary Data 3.

Description: Table related to Figure S1a, showing the list of the 100 genes differentially expressed between “cut” and “uncut” conditions.

Title: Supplementary Data 4.

Description: Table related to Figure S1e-g, showing the lists of the 100 genes upregulated in each cluster of interest compared with the other clusters in the “uncut” sample.

Title: Supplementary Data 5.

Description: Supplementary Table 5. ScRNA-seq quality metrics for “cut” and “uncut” samples. The summary metrics describe the sequencing quality and various features of the detected cells, including mean reads per cell, median genes per cell, number of reads, sequencing saturation percentage, Q30 bases in RNA reads, fraction of total reads assigned to cells, total number of genes detected per sample, median number of UMI counts per cell.

Title: Supplementary Movie 1.

Description: Mesenchymal proliferative cells are dividing in contact with *foxd3*<sup>+</sup> NCdC. Representative time-lapse maximum projections in *Tg(foxd3:eGFP/rcn3:Gal4/UAS:mCherry)* larvae of a dividing mesenchymal cell in contact with a *foxd3*<sup>+</sup> NCdC. Image stacks were acquired every 15mins from 6hpa. Arrows indicate successively contacts between the GFP<sup>+</sup> cell and mCherry<sup>+</sup> cell, and division of the mCherry<sup>+</sup> cell. Resolution is 1024 × 1024 pixel using a confocal microscope TCSSP5 SP5 inverted equipped with a HCXPL APO 40×/1.25–0.75 oil objective (Leica). Excitation wavelengths used were 488 nm for EGFP-F and 570 nm for mCherryF. (Scale bar = 8µm)

Title: Supplementary Movie 2.

Description: *Foxd3*<sup>+</sup> NCdC contact preferentially *tnfa*<sup>+</sup> macrophages at the tip of the fin. Representative time-lapse maximum projections in *Tg(mpeg1:mCherryF/tnfa:eGFP/foxd3:eGFP)*. Image stacks were acquired every 15mins from 6hpa. Arrows indicate contacts between macrophages and *foxd3*<sup>+</sup> cells. Time post amputation is shown on top left corner. Resolution is 1024 × 1024 pixel using a confocal microscope TCSSP5 SP5 inverted equipped with a HCXPL APO 40×/1.25–0.75 oil objective (Leica). Excitation wavelengths used were 488 nm for EGFP-F and 570 nm for mCherryF. (Scale bar= 80µm)

Title: Supplementary Movie 3.

Description: Foxd3+ NCdC promote the recruitment of macrophages in the blastema. Representative time-lapse maximum projections in Tg(foxd3:eGFP/mpeg1:mCherry) control morphant. Time post amputation is shown on top left corner. Image stacks were acquired every 15mins from 15minpA. Resolution is 512 ×512 pixel using a confocal microscope TCSSP5 SP5 inverted equipped with a HCXPL APO 40×/1.25–0.75 oil objective (Leica). Excitation wavelengths used were 488 nm for EGFP-F and 570 nm for mCherryF. (Scale bar= 50μm)

Title: Supplementary Movie 4.

Description: Loss of Foxd3+ NCdC impairs the recruitment of macrophages in the blastema. Representative time-lapse maximum projections in Tg(foxd3:eGFP/mpeg1:mCherry) foxd3 morphant. Time post amputation is shown on top left corner. Image stacks were acquired every 15mins from 1hpA. Resolution is 512 ×512 pixel using a confocal microscope TCSSP5 SP5 inverted equipped with a HCXPL APO 40×/1.25–0.75 oil objective (Leica). Excitation wavelengths used were 488 nm for EGFP-F and 570 nm for mCherryF. (Scale bar= 50μm)

# Supplementary material for: NRG1/ErbB signalling controls the dialogue between macrophages and neural crest-derived cells during zebrafish fin regeneration
**Source:** Nat Commun. 2021 Nov 3;12:6336. doi: 10.1038/s41467-021-26422-5
**Supplement:** Supplementary file 5 — Supplementary Data 2

Supplementary Table 2. **Lists of the markers used for clustering the different cell types.**

Each marker combination identifies the cell type.

| Cluster Epidermis | References     | cluster 2 | References   | Cluster Mesenchyme | References    | Cluster Apical epithelial cap | Reference        |
|-------------------|----------------|-----------|--------------|--------------------|---------------|-------------------------------|------------------|
| cldne             | <sup>1</sup>   | mbpb      | <sup>4</sup> | twist1b            | <sup>2</sup>  | fgf8a                         | <sup>3</sup>     |
| agrl              | <sup>7,8</sup> | lgals111  | <sup>9</sup> | rcn3               |               | mmp9                          | <sup>5,6</sup>   |
| krt17             | <sup>12</sup>  |           |              | prrx1a             | <sup>10</sup> | mmp13a                        | <sup>5,11</sup>  |
| oclnb             | <sup>15</sup>  |           |              | colla1a            | <sup>13</sup> | apoeb                         | <sup>14</sup>    |
| krt4              | <sup>15</sup>  |           |              |                    |               | mdka                          | <sup>16</sup>    |
| anxalc            | <sup>17</sup>  |           |              |                    |               | mmp2                          | <sup>5</sup>     |
| anxalb            | <sup>17</sup>  |           |              |                    |               | tp63                          | <sup>18,19</sup> |
| scel              | <sup>20</sup>  |           |              |                    |               |                               |                  |

| Cluster Mitotic | References    | Cluster Myeloid cells | References       | Cluster neurons and glia | References    |
|-----------------|---------------|-----------------------|------------------|--------------------------|---------------|
| aurkb           | <sup>21</sup> | il1b                  | <sup>22</sup>    | irg11                    | <sup>23</sup> |
| mik67           | <sup>24</sup> | card9                 | <sup>25,26</sup> | hmx3a                    | <sup>27</sup> |
| top2a           | <sup>28</sup> | sp1a                  | <sup>29</sup>    |                          |               |
| cdk1            | <sup>30</sup> | mfap4                 | <sup>31</sup>    |                          |               |
| tpx2            | <sup>32</sup> | mpeg1.1               | <sup>22</sup>    |                          |               |

## References

- 1 Siddiqui, M., Sheikh, H., Tran, C. & Bruce, A. E. The tight junction component Claudin E is required for zebrafish epiboly. *Developmental dynamics : an official publication of the American Association of Anatomists***239**, 715-722, doi:10.1002/dvdy.22172 (2010).
- 2 Germanguz, I., Lev, D., Waisman, T., Kim, C. H. & Gitelman, I. Four twist genes in zebrafish, four expression patterns. *Developmental dynamics : an official publication of the American Association of Anatomists***236**, 2615-2626, doi:10.1002/dvdy.21267 (2007).
- 3 Kawakami, A., Fukazawa, T. & Takeda, H. Early fin primordia of zebrafish larvae regenerate by a similar growth control mechanism with adult regeneration. *Developmental dynamics : an official publication of the American Association of Anatomists***231**, 693-699, doi:10.1002/dvdy.20181 (2004).
- 4 Nawaz, S., Schweitzer, J., Jahn, O. & Werner, H. B. Molecular evolution of myelin basic protein, an abundant structural myelin component. *Glia***61**, 1364-1377, doi:10.1002/glia.22520 (2013).
- 5 Andreasen, E. A., Mathew, L. K., Lohr, C. V., Hasson, R. & Tanguay, R. L. Aryl hydrocarbon receptor activation impairs extracellular matrix remodeling during zebra fish fin regeneration. *Toxicological sciences : an official journal of the Society of Toxicology***95**, 215-226, doi:10.1093/toxsci/kfl119 (2007).
- 6 Ton, Q. V. & Iovine, M. K. Identification of an evx1-dependent joint-formation pathway during FIN regeneration. *PloS one***8**, e81240, doi:10.1371/journal.pone.0081240 (2013).

- 7 Simoes, M. G. *et al.* Denervation impairs regeneration of amputated zebrafish fins. *BMC developmental biology***14**, 780, doi:10.1186/s12861-014-0049-2 (2014).
- 8 Ivanova, A. S. *et al.* The secreted factor Ag1 missing in higher vertebrates regulates fins regeneration in *Danio rerio*. *Scientific reports***5**, 8123, doi:10.1038/srep08123 (2015).
- 9 Ahmed, H., Du, S. J., O'Leary, N. & Vasta, G. R. Biochemical and molecular characterization of galectins from zebrafish (*Danio rerio*): notochord-specific expression of a prototype galectin during early embryogenesis. *Glycobiology***14**, 219-232, doi:10.1093/glycob/cwh032 (2004).
- 10 Ocana, O. H. *et al.* Metastatic colonization requires the repression of the epithelial-mesenchymal transition inducer Prrx1. *Cancer cell***22**, 709-724, doi:10.1016/j.ccr.2012.10.012 (2012).
- 11 Hillegass, J. M., Villano, C. M., Cooper, K. R. & White, L. A. Matrix metalloproteinase-13 is required for zebra fish (*Danio rerio*) development and is a target for glucocorticoids. *Toxicological sciences : an official journal of the Society of Toxicology***100**, 168-179, doi:10.1093/toxsci/kfm192 (2007).
- 12 Saxena, S. *et al.* Proteomic analysis of zebrafish caudal fin regeneration. *Mol Cell Proteomics***11**, M111 014118, doi:10.1074/mcp.M111.014118 (2012).
- 13 Bretaud, S., Nauroy, P., Malbouyres, M. & Ruggiero, F. Fishing for collagen function: About development, regeneration and disease. *Seminars in cell & developmental biology***89**, 100-108, doi:10.1016/j.semcdb.2018.10.002 (2019).
- 14 Monnot, M. J. *et al.* Epidermal expression of apolipoprotein E gene during fin and scale development and fin regeneration in zebrafish. *Developmental dynamics : an official publication of the American Association of Anatomists***214**, 207-215, doi:10.1002/(SICI)1097-0177(199903)214:3<207::AID-AJA4>3.0.CO;2-5 (1999).
- 15 Cokus, S. J. *et al.* Tissue-Specific Transcriptomes Reveal Gene Expression Trajectories in Two Maturing Skin Epithelial Layers in Zebrafish Embryos. *G3 (Bethesda)***9**, 3439-3452, doi:10.1534/g3.119.400402 (2019).
- 16 Schebesta, M., Lien, C. L., Engel, F. B. & Keating, M. T. Transcriptional profiling of caudal fin regeneration in zebrafish. *ScientificWorldJournal***6 Suppl 1**, 38-54, doi:10.1100/tsw.2006.326 (2006).
- 17 Saxena, S. *et al.* Role of annexin gene and its regulation during zebrafish caudal fin regeneration. *Wound repair and regeneration : official publication of the Wound Healing Society [and] the European Tissue Repair Society***24**, 551-559, doi:10.1111/wrr.12429 (2016).
- 18 Chen, Y. C. *et al.* Zebrafish *Klf4* maintains the ionocyte progenitor population by regulating epidermal stem cell proliferation and lateral inhibition. *PLoS Genet***15**, e1008058, doi:10.1371/journal.pgen.1008058 (2019).
- 19 Santos-Pereira, J. M., Gallardo-Fuentes, L., Neto, A., Acemel, R. D. & Tena, J. J. Pioneer and repressive functions of p63 during zebrafish embryonic ectoderm specification. *Nature communications***10**, 3049, doi:10.1038/s41467-019-11121-z (2019).
- 20 Champliaud, M. F. *et al.* Gene characterization of sciellin (SCEL) and protein localization in vertebrate epithelia displaying barrier properties. *Genomics***70**, 264-268, doi:10.1006/geno.2000.6390 (2000).
- 21 Brown, J. R., Koretke, K. K., Birkeland, M. L., Sanseau, P. & Patrick, D. R. Evolutionary relationships of Aurora kinases: implications for model organism studies and the development of anti-cancer drugs. *BMC Evol Biol***4**, 39, doi:10.1186/1471-2148-4-39 (2004).
- 22 Nguyen-Chi, M. *et al.* Identification of polarized macrophage subsets in zebrafish. *eLife***4**, e07288, doi:10.7554/eLife.07288 (2015).
- 23 Van Gennip, J. L. M., Boswell, C. W. & Ciruna, B. Neuroinflammatory signals drive spinal curve formation in zebrafish models of idiopathic scoliosis. *Sci Adv***4**, eaav1781, doi:10.1126/sciadv.aav1781 (2018).
- 24 Sun, X. & Kaufman, P. D. Ki-67: more than a proliferation marker. *Chromosoma***127**, 175-186, doi:10.1007/s00412-018-0659-8 (2018).
- 25 Chang, M. X., Chen, W. Q. & Nie, P. Structure and expression pattern of teleost caspase recruitment domain (CARD) containing proteins that are potentially involved in NF-kappaB signalling. *Developmental and comparative immunology***34**, 1-13, doi:10.1016/j.dci.2009.08.002 (2010).
- 26 Drummond, R. A. *et al.* CARD9(+) microglia promote antifungal immunity via IL-1beta- and CXCL1-mediated neutrophil recruitment. *Nature immunology***20**, 559-570, doi:10.1038/s41590-019-0377-2 (2019).
- 27 Feng, Y. & Xu, Q. Pivotal role of *hmx2* and *hmx3* in zebrafish inner ear and lateral line development. *Developmental biology***339**, 507-518, doi:10.1016/j.ydbio.2009.12.028 (2010).
- 28 Sapetto-Rebow, B. *et al.* Maternal topoisomerase II alpha, not topoisomerase II beta, enables embryonic development of zebrafish *top2a*<sup>-/-</sup> mutants. *BMC developmental biology***11**, 71, doi:10.1186/1471-213X-11-71 (2011).

- 29     Bukrinsky, A., Griffin, K. J., Zhao, Y., Lin, S. & Banerjee, U. Essential role of spi-1-like (spi-1l) in zebrafish myeloid cell differentiation. *Blood***113**, 2038-2046, doi:10.1182/blood-2008-06-162495 (2009).
- 30     Gavet, O. & Pines, J. Progressive activation of CyclinB1-Cdk1 coordinates entry to mitosis. *Developmental cell***18**, 533-543, doi:10.1016/j.devcel.2010.02.013 (2010).
- 31     Walton, E. M., Cronan, M. R., Beerman, R. W. & Tobin, D. M. The Macrophage-Specific Promoter mfap4 Allows Live, Long-Term Analysis of Macrophage Behavior during Mycobacterial Infection in Zebrafish. *PloS one***10**, e0138949, doi:10.1371/journal.pone.0138949 (2015).
- 32     Wadsworth, P. Tpx2. *Curr Biol***25**, R1156-1158, doi:10.1016/j.cub.2015.10.003 (2015).

# Supplementary material for: NRG1/ErbB signalling controls the dialogue between macrophages and neural crest-derived cells during zebrafish fin regeneration
**Source:** Nat Commun. 2021 Nov 3;12:6336. doi: 10.1038/s41467-021-26422-5
**Supplement:** Supplementary file 13 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |     |           |
|-----|-----------|
| n/a | Confirmed |
|-----|-----------|
- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
  - ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
  - ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
  - ☐ ☒ A description of all covariates tested
  - ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
  - ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
  - ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
  - ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
  - ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
  - ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

To collect data of the study, we used:

- Leica TCS SP5 : Leica Application Suite V3.2
- Leica TCS SP8 X : Leica Application Suite V3.5
- Zeiss AxioImager : Zeiss Blue V2.3 – AxioCam MRm

#### Data analysis

Flowjo software (Tree start, Ashland, Or, USA), GraphPad Prism 6 software (San Diego, CA, USA), Fiji Software Schindelin, J.; Arganda-Carreras, I. & Frise, E. et al. (2012), "Fiji: an open-source platform for biological-image analysis", Nature methods 9(7): 676-682, PMID 22743772, doi:10.1038/nmeth.2019,

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All datasets generated during this study were deposited to the Gene Expression Omnibus repository under the series number GSE158851. The scRNA-seq data are deposited in the NCBI Geo database under the series number GSE158851. We created a link for circulation among the selected reviewers to access the private data during the period of manuscript revision. This data will be publicly accessible immediately after publication.

To review GEO accession GSE158851:  
Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158851>

Enter token klkrmycmnhcfcj into the box

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes estimation was based on previous studies : <a href="https://pubmed.ncbi.nlm.nih.gov/26154973/">https://pubmed.ncbi.nlm.nih.gov/26154973/</a><br><a href="https://pubmed.ncbi.nlm.nih.gov/28796253/">https://pubmed.ncbi.nlm.nih.gov/28796253/</a>                                                                                      |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                              |
| Replication     | For RTqPCR : at least three experiments per conditions with a pool of at least 15 samples, were conducted independently.<br>For FACS experiments : at least 3 experiments were conducted independently.                                                                                                                                             |
| Randomization   | Morpholino injections were performed with a mixed pool of embryos from different parents randomly, then the embryos were assigned randomly to each group (time points) during the duration of the experiments (RTqPCR, PH3 detection, length measurements). Allocation of mutants ct110r to the different time point groups was performed randomly. |
| Blinding        | Data were collected by one or two experimentators (BL-B, AB, CB) and the analysis was performed by different experimentators (BL-B, CB, SA, AB).                                                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-phosphorylated histone 3 antibody (Cell Signaling, ref 9701, dilution: 1/500).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Validation      | <a href="https://www.cellsignal.com/products/primary-antibodies/phospho-histone-h3-ser10-antibody/9701">https://www.cellsignal.com/products/primary-antibodies/phospho-histone-h3-ser10-antibody/9701</a><br><a href="https://pubmed.ncbi.nlm.nih.gov/24046323/">https://pubmed.ncbi.nlm.nih.gov/24046323/</a><br><a href="https://pubmed.ncbi.nlm.nih.gov/25344692/">https://pubmed.ncbi.nlm.nih.gov/25344692/</a><br><a href="https://pubmed.ncbi.nlm.nih.gov/28796253/">https://pubmed.ncbi.nlm.nih.gov/28796253/</a><br><a href="https://pubmed.ncbi.nlm.nih.gov/26154973/">https://pubmed.ncbi.nlm.nih.gov/26154973/</a> |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|--------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Experiments were performed using the AB zebrafish stain (ZIRC), and the transgenic line Tg(mpeg1:mCherry-F) to visualize macrophages, Tg(tnfa :eGFP-F) to visualize tnfa expression Tg(rcn3:gal4/UAS:DsRed) to visualize mesenchymal cells Tg(foxd3:eGFP-F) 55 and Tg(sox10:eGFP-F) to visualize NC cells, Tg(col2a:mCherry) to visualize chondrocytes. Homozygous larvae from the Tg(foxd3:mCherry)ct110 line were used as Foxd3 mutants . Embryos were obtained from adult fish pairs by natural spawning. |
|--------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Wild animals

The study did not involve wild animals.

Field-collected samples

The study did not involve samples collected from the field.

Ethics oversight

All animal experiments described in this study were carried out at the University of Montpellier according to the European Union guidelines for the handling of laboratory animals ([http://ec.europa.eu/environment/chemicals/lab\\_animals/home\\_en.htm](http://ec.europa.eu/environment/chemicals/lab_animals/home_en.htm)) and were approved by the Direction Sanitaire et Vétérinaire de l'Hérault and Comité d'Ethique pour l'Expérimentation Animale under reference CEEA-LR-13007.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

200-300 Tg(tnfa:eGFP-F/mpeg1:mCherryF) larvae were either amputated, rinsed with PBS, and digest using FACSmax. Then passed through a 40-µm cell strainer (Falcon, France). Isolated cells were washed in PBS/2 mM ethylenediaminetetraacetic acid (EDTA)/2% Foetal Calf Serum (FCS), filtered through a 40-µm cell strainer and centrifugated for 5mins at 300g.

Instrument

Counting of mCherry+eGFP- and mCherry+eGFP+ and negative cells was performed on LSRFortessa (BD Bioscience, France). Cell sorting was performed using FACS ARIA (BD Bioscience, France) and collected in 50% FCS/50% Leibovitz L-15 medium (21083-027, Gibco, France) on ice.

Software

Data were analyzed using the Flowjo software (Tree star, Ashland, Or, USA).

Cell population abundance

The relevant cell populations within the post-sort fractions were very small. However, we evaluated the purity of these populations by RT-qPCR using specific primers for mpeg1 and tnfa to quantify the expression levels of total macrophage and pro-inflammatory macrophage markers, respectively, in the relevant populations.

Gating strategy

We first performed a FSC/SSC gating avoiding small particles with high SSC. Then, we selected the single cell events (FSC-H/FSC-A) to finally gate tnfa and mpeg1 positive cells.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

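Single cells from about 150 amputated (cut) and about 150 intact (uncut) caudal fin folds at 24 hpA, from larvae amputated at 3 dpf, were measured with the Chromium 3' assay, with 1 library per condition. The authors aligned the reads to danRer11 and counted UMIs with Cell Ranger v3.1.0, and the deposited values are raw counts of UMIs per gene and cell for 762 cut and 878 uncut cells, over 15411 genes. The authors also deposited the counts of both libraries aggregated with Cell Ranger, in which the uncut counts are unchanged and 13.2% of the entries of the cut library are lower. The paper's text states default options for Cell Ranger and names none for the aggregation. Gene names are those of the deposited gene lists.

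The matrices were read with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. UMIs were scaled to the median cell total and transformed to log2 of the scaled value plus 1. Genes with at least 1 UMI were centred and scaled to unit variance. K-means (scikit-learn 1.9.0) with k = 7 and 50 starts was run on 10 principal components of each library with seed 1. The k is that of the study. The aggregated matrix was clustered with Leiden (leidenalg 0.10.2, python-igraph 0.11.9) at resolution 1 on 15 neighbours. Clusters were matched to the cluster lists of the paper by shared genes among the top 100, taken from genes with a mean of at least 1 scaled UMI in the cluster. A match needed at least 50 shared genes, a limit chosen after the overlaps were seen.

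Clusters were called by a cell type only from 126 markers in 19 classes fixed before the files were read, of which 5 were not among the listed genes. A name needed at least 3 markers with a log2 ratio of at least 0.5 to all other cells and with UMIs in at least 25% of the cluster's cells. A cluster stayed unnamed when another class had more markers among its 10 leading genes, or when no marker of its class was among them and its median depth was under 1/3 of the library's (the lower of the 2 medians in the aggregated matrix). These limits were set after the data were seen. Differences from the study in cluster membership may come from rebuilt clusters and names. Genes were named by a rule fixed beforehand. It takes every gene the paper names in the scRNA-seq results and marker table, the first 5 genes of Supplementary Data 3, the 10 leading genes of a cluster (largest log2 ratio to all other cells among genes with UMIs in at least 25% of its cells) or of foxd3-positive cells (UMIs in 5 or more of the 9), and the 5 genes at each end of the ratios between libraries among genes with at least 200 UMIs. Genes of the NRG1/ErbB pathway, tumour necrosis factor and junb were added to it by name.

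No cell was removed for the main values. A minimum of 1000 UMIs removed 0 cells, and Scrublet (scanpy 1.11.5) called 0 cut and 5 uncut doublets. The gene lists hold 0 genes with a mitochondrial name, so no filter on mitochondrial UMIs was applied. With 1 library per condition no test between conditions was made. Sums of counts have exact Poisson intervals and shares of cells exact binomial intervals at 95%, which cover counting error only. A count of 0 is read as an upper limit of 3 counts. To compare shares of cells across depths, each cell was thinned to 2000 UMIs, or to 4000 as an alternative.

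The alternatives tried were Leiden clustering, k of 6 and 10, 20 principal components, genes not scaled, the named genes left out of the clustering, other resolutions (0.5 and 2), cell filters, depth, the separate or aggregated matrix and the cell composition. Added after the data were seen were K-means with 10 starts under seeds 0 and 1, the assignment of cells to the paper's lists, k = 10 for further results, limits of 30 and 70 shared genes, the clusters of the aggregated matrix for cluster 7, the largest K-means cluster for Supplementary Data 3, and the joined matrices for muscle cells.

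The steps were tested on simulated data drawn from the means of the real genes. For the log2 ratio of summed UMIs between libraries, 200 of 3832 genes were given a log2 ratio of 1. The median recovered was 1.00, with 0.00 for the other genes, after the known shift of the library total was taken off. That shift is not known for the real libraries, and no variation between cells was simulated, so this tests the arithmetic only. For the clusters of a library, 4 populations of 100 cells over 12825 genes were recovered by K-means with an adjusted Rand index of 1. These populations were equal in size with strongly raised genes, which says little about real clusters of few cells. Leiden divided the same 4 populations into 8 clusters (adjusted Rand index 0.662), none of which mixed populations (homogeneity 1), so its number of clusters is not read as a number of cell types. For the share of cells with a UMI over 3237 genes, thinned deep and shallow cells had 10.5% and 10.4%, against 53.1% and 19.3% before thinning. The exact binomial interval held the true share in 96.3% of simulated draws. Figures were drawn with matplotlib 3.10.9.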

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

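The lists of marker genes were written before the data were examined. How many of a list's markers a cell had to show was chosen after the data were seen, as was the test of the neuromast markers. The test of haemoglobin took its final form after first values had been seen.

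Of the marker lists not taken from the paper, 5 are given here. They are those with more than 3 cells in both libraries together, apart from the lists of muscle, macrophages and neutrophils, since the paper discusses muscle and myeloid cells. The paper also names neurons, and neurons and glia, among its clusters. The numbers of cells are totals over both libraries with no control to compare them with. They show that UMIs of these markers occur together in some cells and no more.

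UMIs of at least 5 of 9 lateral line neuromast markers were found in 18 cells, of which 4 were regenerating (0.525%, 0.143 to 1.34) and 14 intact (1.59%, 0.874 to 2.66), with intervals that overlap. In the regenerating library all 9 neuromast markers had their highest UPM in the K-means cluster of 114 cells closest to list 7. This cluster is a mixture, since it was also highest for 7 of 8 ciliated spinal cord cell markers and held 81.1% of the UMIs of the apical epithelial cap markers, so the 9 alone says little. In the Leiden cluster of 18 cells matched to list 7 the markers highest there were 5 of 9, and with cells assigned to the paper's lists 6 of 9, against 0 and 1 of the 3 Schwann cell markers detected. The cells assigned to list 7 were also highest for 7 of 8 muscle and 5 of 8 ciliated spinal cord cell markers. Their 6 of 9 is therefore not specific to neuromast markers. The Leiden cluster was highest for 0 of 8 muscle and 2 of 8 ciliated spinal cord cell markers. In the intact library the K-means cluster of 36 cells matched to list 7 was named lateral line neuromast-like, with 6 of 9 markers raised. It was highest for 7 of 9 neuromast and 0 of 5 Schwann cell markers, but also for 7 of 8 ciliated spinal cord cell markers. The intact Leiden cluster of 33 cells was highest for 7, 0 and 2 of them, and was named neurons and glia-like. Of the 9 markers, 4 are in the paper's own list 7. A candidate explanation is that the cluster of list 7 holds lateral line neuromast cells. A response of these cells to amputation was not tested, and Schwann cells among them are not excluded by these counts.

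UMIs of at least 4 of 7 erythrocyte markers were found in 10 cells, 5 in each library. In the regenerating library haemoglobin genes made up 5.24% of the UMIs of the K-means cluster closest to list 2, and 0.000720% of the UMIs of all other cells. With a Leiden cluster of 30 cells, which shared 37 genes with list 2 and 37 with list 4, the values were 35.4% and 0.000825%, and with cells assigned to the paper's lists 10.5% and 0.131%, where 2 cells rich in erythrocyte genes fell outside the group. Free haemoglobin RNA in the droplets would give these groups close shares, and the values argue against it. The haemoglobin of the cluster came from few cells, since 5 of its 173 cells had UMIs of at least 2 of alas2, cahz and slc4a1a, and the median cell had 0% haemoglobin. No biological explanation was tested.

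UMIs of at least 4 of 8 neuron markers were found in 5 cells (3 regenerating and 2 intact), of at least 4 of 8 ciliated spinal cord cell markers in 7 cells (4 and 3) and of at least 2 of 4 notochord markers in 8 cells (2 and 6). Where these cells came from was not tested, and neither was a technical explanation for them. Among the other lists, at least 4 of 8 muscle markers were found in 4 regenerating and 10 intact cells, and at least 3 of 5 Schwann cell markers in 0 and 1. At least 4 of 8 pigment cell markers were found in 1 and 0, 3 of 5 macrophage markers in 24 and 9 and 3 of 6 neutrophil markers in 3 and 2. At least 3 of 5 ionocyte or 3 of 6 endothelium markers were found in 0 cells of either library. In the regenerating library only 2 of the 5 ionocyte markers were detected at all, so that 0 was fixed beforehand. Of the Schwann cell and the endothelium markers 3 each were detected there, so a cell needed all of them. These counts of 0 therefore do not show that such cells were absent.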

How the results depend on the processing

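The values below are under alternatives set before the data were examined, except those said to be added. No test between libraries was possible, and a result is called moved when it left its counting interval or, for a count, changed by more than 1.5 times.

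The myeloid share stayed higher in the regenerating library and within its counting interval under every alternative that gave a value, with values from 3.69% to 4.72% in the regenerating library and from 0.797% to 1.26% in the intact library. K-means with k = 7 of the aggregated matrix gave no myeloid-like cluster and no value. The muscle-like share stayed at 0.525% and between 0.911% and 1.14%, with overlapping intervals. The filter of at least 1000 UMIs removed 0 cells, and the removal of Scrublet doublets 0 regenerating and 5 intact cells, so the first says nothing about stability and the second nothing for the regenerating library, and a mitochondrial filter could not apply.

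The number of the paper's clusters found in the regenerating library was 2, and rose to 5 with Leiden clustering, 5 with k = 10 and 4 with the named genes left out, and fell to 1 with k = 6. In the intact library it stayed between 5 and 7 under the alternatives, which do not include single starts of K-means. Of 47 marker genes, 24 were highest in the cluster closest to their list, 38 with Leiden clustering, 39 with genes not scaled and, added later, 41 with cells assigned to the paper's lists. The cause was not tested.

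The share of cells with any of foxd3, sox10 or egr2b was 2.36% and 2.51%. Of these cells, 6 regenerating and 13 intact ones had egr2b without foxd3 or sox10, so the share joins unlike cells. With at least 2 UMIs the share was 1.31% and 1.25%. Thinned to 2000 UMIs, with 74 and 0 cells left out, it was 1.45% in the regenerating and 1.03% in the intact library. Thinned to 4000 UMIs, with 222 and 156 cells left out, it was 0.926% and 1.66%, so the order of the libraries depends on the depth chosen, with overlapping intervals at both. Of the 18 regenerating cells with any of the genes, 10 had fewer than 4000 UMIs and were left out there. The share of the regenerating cells with any of the genes that lay in cluster 7 was 44.4%, and 66.7% with genes not scaled and 11.1% with Leiden clustering. Added later, it was 27.8% with cells assigned to the paper's lists and 11.1% with k = 10. The minimum of 2 leaves fewer cells by construction. For the other values the cause was not tested.

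The log2 ratio of hmx3a in cluster 7, regenerating over intact, was -2.46. It was 0.41 with Leiden clustering, -1.88 with genes not scaled, 1.00 with the named genes left out and -0.42 over all cells. Added later, it was -0.028 with cells assigned to the lists, 0.42 with k = 10 and 0.42 with the clusters of the aggregated matrix. For irg1l it was -0.44, and 2.45 with Leiden clustering, 0.20 with genes not scaled, 4.00 with the named genes left out and 1.91 over all cells. Added later, it was 2.08 with cells assigned to the lists, 2.58 with k = 10 and 2.53 with the clusters of the aggregated matrix. With the named genes left out, the clusters closest to list 7 shared only 31 genes with it in the regenerating and 12 in the intact library, so 1.00 and 4.00 are hardly ratios of cluster 7. The cause was not tested.

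The median log2 ratio of the genes of Supplementary Data 3 was 0.74, and 0.39 within the epidermis-like clusters, 0.41 weighted to the same cluster composition and, added later, 0.35 within the largest K-means cluster with k = 10. Between 97 and 100 of the 100 genes had a ratio above 0 under each alternative. The 3 lower medians are those that hold the cell composition fixed. Depth limits the shares of cells with a UMI, as the thinned values of foxd3, sox10 and egr2b show. The number of cells limits them too, since a count of 0 allows 0.394% of regenerating and 0.342% of intact cells.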

Differences from the paper's values

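The paper gives 7 clusters for the regenerating library, of which 2 were found here as a K-means cluster with at least 50 shared genes. Of the alternatives set before the data were examined, Leiden clustering and k = 10, each with 5, come within 1.5 times of the paper's number. Those that do not are k = 6 with 1, 20 principal components with 2, genes not scaled with 3 and the named genes left out with 4. The 2 cell filters removed 0 regenerating cells, so their value of 2 was fixed beforehand and says nothing about the gap. K-means with 10 starts, chosen after seeing the values, gave 2 with seed 0 and 2 with seed 1. In the intact library the paper also gives 7 and 6 were found. It was 7 with k = 10, and 7 with 10 starts and seed 1, which was chosen after seeing the values, whereas 10 starts with seed 0, also chosen then, gave 6.

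For the log2 ratios of cluster 7 over the other clusters of the regenerating library, a value is taken to differ when its counting interval leaves out the paper's value, and a setting closes the gap when its interval holds it. For hmx3a the paper's log2 ratio is 9.82 and the value here 8.55 (6.02 to 13.88), which is not counted as a difference.

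For irg1l the paper's log2 ratio is 8.04 and the value here 4.76 (4.38 to 5.17). Of the alternatives set beforehand, Leiden clustering closes the gap with 8.06 (7.67 to 8.46), and genes not scaled do not, with 5.32 (4.94 to 5.73). With k = 10, chosen after seeing the values, it was 8.28 (7.89 to 8.68), which closes the gap, and with cells assigned to the paper's lists, also chosen then, 7.33 (6.94 to 7.73), which does not.

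For tfap2a the paper's log2 ratio is 3.65 and the value here 0.93 (0.72 to 1.13). Leiden clustering closes the gap with 3.65 (3.42 to 3.88), and genes not scaled do not, with 1.12 (0.89 to 1.34). With k = 10, chosen after seeing the values, it was 3.75 (3.51 to 3.98), which closes the gap, and with cells assigned to the paper's lists, also chosen then, 2.98 (2.75 to 3.20), which does not.

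For egr2b the paper's log2 ratio is 7.23 and the value here 4.08 (2.67 to 5.71). Neither alternative set beforehand closes the gap, with 4.03 (2.24 to 5.51) for Leiden clustering and 4.64 (3.23 to 6.27) for genes not scaled. Cells assigned to the paper's lists, chosen after seeing the values, gave 6.65 (5.24 to 8.28), which closes it, and k = 10, also chosen then, gave 4.24 (2.46 to 5.73), which does not.

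The paper assigns 47 marker genes to clusters, and 24 of them were highest here in the cluster closest to that list. Of the genes of clusters 3, 4 and 5, 0 of 8, 0 of 7 and 0 of 6 were. With Leiden clustering 8, 7 and 1 of them were highest in a cluster closest to that list. Of these, the 7 genes of cluster 4 and the genes rcn3 and col1a1a of cluster 3 were highest in a cluster that shares at least 50 genes with the list, and the others were not. With cells assigned to the paper's lists, chosen after seeing the values, these numbers were 8, 6 and 6, and with k = 10, also chosen then, 8, 7 and 0.

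The paper places foxd3, sox10 and egr2b in its cluster 7. The K-means cluster closest to that list held 6 of 9 cells with foxd3, 4 of 9 with sox10 and 5 of 9 with egr2b, or 8 of the 18 cells with any of them. With genes not scaled it held 8, 8 and 5 of 9. The Leiden cluster matched to list 7 held 0, 0 and 2 of 9, and so did k = 10, which was chosen after seeing the values. With cells assigned to the paper's lists, also chosen then, the numbers were 3, 2 and 5 of 9.

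The paper puts forward a response of cluster 7 to amputation from hmx3a and irg1l. Between the K-means clusters closest to list 7, of which the regenerating one is a mixture, the log2 ratios of regenerating over intact were -2.46 (counting interval -2.93 to -1.99) and -0.44 (-0.74 to -0.13). For irg1l the interval lay above 0 with Leiden clustering and over all cells, and also with k = 10, with the clusters of the aggregated matrix and with cells assigned to the paper's lists, the latter 3 chosen after seeing the values. For hmx3a the interval spanned 0 in these 5 settings. With genes not scaled hmx3a was lower and the interval of irg1l spanned 0. With the named genes left out both were higher, but the intact cluster used there shares 12 genes with list 7.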

Other observations

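The tests of the cells rich in gch2 and, in the first part, of the neuromast markers were chosen only after the result was seen. The tests of free RNA, of hmx3a and irg1l and of Supplementary Data 3 were revised after first values had been seen, and they use some settings added then (cells assigned to the paper's lists, k = 10 and the clusters of the aggregated matrix).

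The share of myeloid-like cells is higher in the regenerating library. A difference in depth is argued against by the share of regenerating cells with at least 2 of the 5 myeloid markers after thinning to 2000 UMIs, which was 3.69%, against 0.797% in the intact library with intervals apart. Muscle cells in the intact library that lower every other share are argued against by their small number, since muscle-like cells made up 0.911% of that library and 0.525% of the regenerating one, too few to lower a share of 4.72% to 1.25%. Leaving them out can therefore move the shares little, and they were 4.75% and 1.26%. Differences in dissociation or capture between the 2 libraries were not tested, and with 1 library per condition they stay open beside a recruitment of myeloid cells.

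Cells outside cluster 7 have UMIs of foxd3, sox10 or egr2b. The highest share in a cluster other than 7 was 5.88% with K-means, 9.52% with Leiden clustering and 8.77% with cells assigned to the paper's lists. Free RNA in the droplets would give all clusters a like share. With K-means the cluster closest to list 2 had 4.05% (1.64 to 8.16) at a median of 2400 UMIs, and the epidermis-like cluster 0.230% (0.00583 to 1.28) at 10613.5 UMIs, with intervals apart, as they were with the lists. With Leiden clustering the intervals overlapped and the comparison decides nothing. Both foxd3 and sox10 were found in 6 regenerating cells, where chance overlap of independent genes within clusters gives 0.402, which argues against chance. Both foxd3 and rcn3 were found in 0 regenerating cells, where 3.13 would occur by chance, and in 2 intact cells, where 3.25 would, so doublets or free RNA that join a mesenchyme-like transcriptome to a foxd3 cell cannot be told apart from their absence at these counts.

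A response of hmx3a and irg1l together to amputation cannot be told apart from a difference between 2 single libraries, and for hmx3a also from an effect of which cells are taken as cluster 7. The log2 ratio of hmx3a, regenerating over intact, was -2.46 with K-means, 0.41 with Leiden clustering, -1.88 with genes not scaled, -0.028 with cells assigned to the paper's lists, 0.42 with k = 10, 1.00 with the named genes left out and 0.42 with the clusters of the aggregated matrix. For irg1l it was -0.44, 2.45, 0.20, 2.08, 2.58, 4.00 and 2.53 under the same settings. Over all cells, where no choice of cluster enters, it was 1.91 (1.63 to 2.20) for irg1l and -0.42 (-0.88 to 0.03) for hmx3a. The same number of 305 regenerating irg1l UMIs in 11 cells was found in cluster 7 under each of these clusterings, and the K-means value of -0.44 divides them by the UMIs of a mixed cluster of 114 cells. The values with the named genes left out use an intact cluster that shares 12 genes with list 7.

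The genes of Supplementary Data 3 were picked from these libraries. Within the epidermis-like clusters their median log2 ratio lay 0.34 above that of matched lists, against 0.62 over all cells, and the excess was 0.29 with both libraries weighted to the same cluster composition and 0.32 within the largest K-means cluster with k = 10, with 97, 98 and 98 of the 100 genes above 0. Holding the composition fixed thus lowered the excess and left a part of it. Genes picked for a high ratio in these libraries stay above matched lists through that choice too, so a larger share of epidermis cells as the cause cannot be told apart from a change within cells. Of the 100 genes, 39 are also in the paper's list of cluster 1. For gch2, 99.1% of the regenerating UMIs lay in 5 cells with at least 10 UMIs each. A few pigment cells of the regenerating library may account for its ratio. Of these 5 cells, 2 had UMIs of at least 2 other pigment markers and 3 did not, and 4 had UMIs of foxd3 or sox10. These counts leave the explanation open. In the intact library 96.6% of the muscle marker UMIs lay in 8 cells, which argues against free RNA from lysed muscle cells.

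Over all cells of the aggregated matrix, cxcl19 had 224 UMIs in the regenerating and 0 in the intact library. It was 111-fold higher with the intact count set to a floor of 3, and the lower counting limit of its log2 ratio was 6.48. Of the 224 UMIs, 200 lay in 14 of the 36 myeloid-like regenerating cells, with 66 in 1 cell. The 11 myeloid-like intact cells had 0. The next genes were sncga with 790 and 6 UMIs, of which 527 came from 1 cell, zgc:153932 with 390 and 31, ponzr4 with 225 and 21, and gch2. At the other end were lyz with 4 and 604 UMIs, of which 591 came from 1 cell, and zgc:172053 with 2 and 293, of which 286 came from 1 cell, at a log2 ratio of -6.30 after 0.5 was added to each count (counting interval -9.67 to -4.76). They were followed by matn3a with 22 and 803 UMIs, col2a1a with 35 and 1012, and col9a2 with 15 and 404, of which 427, 493 and 166 intact UMIs came from 1 cell each.

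In the aggregated matrix nrg1 had 58.7 UPM (53.2 to 64.7) in the regenerating and 45.5 (41.5 to 49.8) in the intact library. Within the largest K-means cluster with k = 10, a setting used here after the data were seen, which held 90.6% of the regenerating nrg1 UMIs, the levels were 75.3 (67.8 to 83.3) and 86.7 (78.5 to 95.4), and in all other cells 18.9 (13.4 to 25.8) and 10.6 (8.09 to 13.7). The log2 ratios of regenerating over intact within that cluster were -0.20 (-0.41 to 0.0019) for nrg1, 0.14 (-0.12 to 0.41) for erbb2, -0.29 (-0.59 to 0.0061) for erbb3a and 0.32 (-0.29 to 0.95) for erbb3b. All 4 intervals span 0, those of nrg1 and erbb3a only just, so no direction is shown there. Over all cells, where the composition is not held fixed, the ratios were 0.37 (0.17 to 0.56) for nrg1 and 0.62 (0.37 to 0.87) for erbb2. They were 0.29 (0.00091 to 0.59) for erbb3a and 0.85 (0.27 to 1.44) for erbb3b. In all other cells the ratio was 0.83 (0.21 to 1.44) for nrg1, and the intervals of erbb2, erbb3a and erbb3b spanned 0. For erbb2 the levels were 38.4 (33.9 to 43.2) and 25.1 (22.1 to 28.3) over all cells and 51.1 (45.0 to 57.8) and 46.2 (40.4 to 52.7) within that cluster. For erbb3a they were 25.4 (21.9 to 29.5) and 20.7 (18.1 to 23.7), and within the cluster 35.4 (30.4 to 41.1) and 43.3 (37.6 to 49.6). For erbb3b they were 8.10 (6.14 to 10.5) and 4.49 (3.30 to 5.98), and within it 10.7 (7.99 to 14.0) and 8.54 (6.13 to 11.6). In the cells of the aggregated cluster 7 match, 19 regenerating and 35 intact, nrg1 had 3 and 0 UMIs, erbb2 2 and 7, erbb3a 0 and 1 and erbb3b 0 and 0. The cells of this match had 0 UMIs of foxd3 and of sox10 in both libraries, so the counts say nothing about foxd3-positive cells. Levels of nrg1 in cells with foxd3 or sox10 are not given here. In the myeloid-like cells, 36 regenerating and 11 intact, nrg1 had 1 and 0 UMIs, and erbb2, erbb3a and erbb3b had 0 in both libraries, which allows up to 3 UMIs of each in each library. In these cells tnfa had 5 and 1 UMIs and tnfb 79 and 28. For tnfb this was 389 UPM (308 to 485) and 317 (211 to 458), with intervals that overlap. For tnfa there were 6 and 1 UMIs over all cells, and tnfb had 24.2 UPM (20.7 to 28.1) and 5.16 (3.88 to 6.74). Within the largest K-means cluster with k = 10 tnfb had 17.1 (13.7 to 21.2) and 1.87 (0.857 to 3.56). In all other cells of that setting it had 41.1 (32.9 to 50.9) and 7.95 (5.80 to 10.6). For junba the levels were 463 (447 to 479) and 353 (342 to 365), and for junbb 844 (822 to 865) and 621 (606 to 636).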
